# Multiomics reveals multilevel control of renal and systemic metabolism by the renal tubular circadian clock

**DOI:** 10.1172/JCI167133

**Published:** 2023-04-17

**Authors:** Yohan Bignon, Leonore Wigger, Camille Ansermet, Benjamin D. Weger, Sylviane Lagarrigue, Gabriel Centeno, Fanny Durussel, Lou Götz, Mark Ibberson, Sylvain Pradervand, Manfredo Quadroni, Meltem Weger, Francesca Amati, Frédéric Gachon, Dmitri Firsov

**Keywords:** Nephrology, Bioenergetics, Bioinformatics, Fatty acid oxidation

## Abstract

Circadian rhythmicity in renal function suggests rhythmic adaptations in renal metabolism. To decipher the role of the circadian clock in renal metabolism, we studied diurnal changes in renal metabolic pathways using integrated transcriptomic, proteomic, and metabolomic analysis performed on control mice and mice with an inducible deletion of the circadian clock regulator *Bmal1* in the renal tubule (cKOt). With this unique resource, we demonstrated that approximately 30% of RNAs, approximately 20% of proteins, and approximately 20% of metabolites are rhythmic in the kidneys of control mice. Several key metabolic pathways, including NAD^+^ biosynthesis, fatty acid transport, carnitine shuttle, and β-oxidation, displayed impairments in kidneys of cKOt mice, resulting in perturbed mitochondrial activity. Carnitine reabsorption from primary urine was one of the most affected processes with an approximately 50% reduction in plasma carnitine levels and a parallel systemic decrease in tissue carnitine content. This suggests that the circadian clock in the renal tubule controls both kidney and systemic physiology.

## Introduction

Most basic physiological functions, including the process of urine formation in kidneys, exhibit substantial daily oscillations orchestrated by the circadian system. This circadian system allows organisms to anticipate and prepare for changing functional demands throughout the day and night cycles. In mammals, the circadian timing system is hierarchically organized with a central clock located in the suprachiasmatic nucleus (SCN) of the hypothalamus that coordinates the circadian clocks in peripheral tissues (peripheral clocks) to keep phase coherence between the different tissue clocks (1). At the molecular level, the circadian clock is based on series of transcriptional and translational feedback loops that drive rhythmic expression of numerous genes in an organ-specific manner (2).

Daily rhythms in specific renal functions are generated and maintained by a variety of factors, including the intrinsic renal circadian clock and the rhythmic systemic stimuli orchestrated by the central circadian clock, such as circulating metabolites or hormones (reviewed in refs. 3, 4). In humans, disruption of circadian rhythms due to shift work or sleep disorders are associated with a decreased glomerular filtration rate (GFR) (5), increased risk of chronic kidney disease (CKD) (6), polyuria, and nocturia (7). Systemic perturbation of the circadian clock in different transgenic mouse models resulted in a partial loss of blood pressure control (8), substantial changes in the circadian pattern of urinary water, sodium and potassium excretion (9), and accelerated progression of CKD (10). Conditional deletion of the circadian clock gene *Bmal1* (brain and muscle ARNT-like 1, also known as *Arntl*) in glomerular podocytes caused disruption of the circadian rhythm in GFR and parallel alterations in the circadian patterns of plasma aldosterone levels and urinary excretion of creatinine, sodium, potassium, and water (11). Inactivation of *Bmal1* in the renal tubule does not lead to an overt phenotype in unstressed conditions, except a reduction (of approximately 20%) in kidney weight and kidney weight–to–body weight ratio (12). However, in a model of type I diabetes, these mice displayed exacerbated hyperglycemia caused by the enhancement of the gluconeogenic pathway in the kidney (13). These and other results gave rise to the hypothesis of a second-hit role of the renal tubular circadian clock in the development of kidney and/or systemic diseases. In the absence of other hits, the dysfunction of renal tubular clocks does not lead to an overt phenotype. However, in stress or disease situations, the disorganization of renal metabolic pathways and/or transport processes along the renal tubule may become critical. Moreover, a large body of literature exists on the bidirectional relationship between CKD and the circadian clock system, where CKD causes multiorgan or whole-body chronodisruption and the dysfunction of the circadian clock or perturbation of circadian rhythms aggravate CKD and its complications (4).

Urine formation in kidneys involves 3 main processes: glomerular filtration, tubular reabsorption, and tubular secretion. Evidence suggests that tubular reabsorption/secretion varies markedly throughout the day in parallel with the circadian fluctuations in GFR, renal blood flow (RBF), and plasma concentration of some solutes. For instance, GFR displays daily fluctuations with the acrophase, or circadian peak time, occurring in the active phase and amplitude, or the difference between circadian peak and trough, ranging from 20%–50%, depending on species and experimental conditions (14–18). For water and most solutes, this implies parallel rhythmic changes in their filtered loads. Daily oscillations in filtered loads impose, in turn, rhythmic fluctuations in tubular transport processes. Considering that tubular transport is the primary determinant of kidney energy expenditure, this suggests a requirement for daily adjustments in energy production by renal tubular cells. Moreover, daily oscillations in RBF (19) generate substantial fluctuations in kidney tissue oxygenation (20) and metabolic substrate availability, thereby suggesting rhythmic changes in renal metabolic pathways. While the rhythmic regulation of main tubular transporters has been addressed in several studies (21–25), the role of the circadian clock in the adjustment of renal metabolism throughout the day remains largely unknown.

Here, we studied the role of intrinsic renal circadian clocks in the control of renal metabolism. To address this question, we performed an integrated time-resolved analysis of the renal transcriptome and proteome in parallel with the renal and plasma metabolomes in control mice and mice with an induced deletion of *Bmal1* in the renal tubule. Of note, the kidney is composed of several dozen highly differentiated cell types characterized by both overlapping and distinct metabolic programs. For instance, metabolism of the proximal tubule differs from the rest of the nephron by the presence of a high-capacity gluconeogenic pathway and an incapacity to use glucose as metabolic fuel. In contrast, β-oxidation of fatty acids (FAs) is an important source of energy production in all tubular segments, but especially in the proximal tubule. Thus, circadian regulation of metabolic pathways may be different in different parts and/or cell types of the renal tubule.

Our study showed that the intrinsic circadian clock in the renal tubule exerted control over renal metabolism by regulating several key metabolic pathways, including carnitine shuttle, β-oxidation of FAs, and nicotinamide (NAM) adenine dinucleotide (NAD^+^) biosynthesis. As a result, kidney mitochondrial activity was affected, leading unexpectedly to a de novo rhythm in cKOt, suggesting a disruption of the renal energy homeostasis. Moreover, we revealed the critical involvement of the renal circadian clock in the systemic control of tissue carnitine levels. Altogether, the data sets generated here (https://bix.unil.ch/circadian-kidney/) provide a unique resource for the understanding of rhythmic kidney physiology.

## Results

### Effect of induced Bmal1 deletion in the renal tubule on the kidney rhythmic transcriptome.

Inactivation of *Bmal1* in the renal tubule was induced by 2-week treatment with doxycycline (DOX; 2 mg/mL in drinking water) of 8-week-old *Bmal1^lox/lox^*/*Pax8*-*rtTA*/LC1-Cre male mice (hereafter referred to as cKOt mice) (12, 26). Their littermate controls (*Bmal1^lox/lox^* mice; hereafter referred to as control mice) received the same DOX treatment. Kidneys and plasma were collected 1 month after the end of DOX treatment from mice maintained under a standard 12 hour light/12 hour dark cycle with ad libitum feeding (sampled every 4 hours over a 24 hour cycle; 5 independent replicates). 

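RNA was sequenced from the kidneys of 60 mice, 30 control and 30 cKOt mice, with 5 mice of each genotype at each of the 6 time points. The authors prepared stranded poly(A) libraries from frozen kidney tissue, aligned single reads with STAR, and counted reads per Ensembl gene with htseq-count. The counts are used here as deposited, without normalization by the authors. The labels of the samples name the renal tubule as the tissue, whereas the methods of the paper describe pieces of whole kidney, and the description in the methods is used here. The authors selected the 5 mice of each group from a larger number by RNA integrity and by distance from the other replicates, and the mice that were left out are not analysed here. In the group of cKOt mice at ZT16, Supplemental Table 8 marks 1 of the deposited samples for removal. That sample was kept with the genotype and time point of its label.

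Between 17791420 and 20906706 reads per mouse were counted on genes. The median was 18595945.5 in control mice and 18538083.5 in cKOt mice, and the medians of the 12 groups ranged from 18158446 in control mice at ZT12 to 19075817 in cKOt mice at ZT4. The 15546 genes with at least 1 CPM in at least 1 sample were retained, and they held 99.9% of the counts. Library sizes were scaled by TMM normalization. For mean expression, cKOt and control mice were compared over the 6 time points, each with equal weight, by edgeR's quasi-likelihood test with 2 RUVs factors as covariates. A separate test of the same fit asked whether the genotype difference varied between time points, which is called the interaction here. For rhythmicity, the model selection of dryR was applied to logCPM values after correction by RUVs, and a transcript was assigned to a model when the BIC weight of that model was at least 0.65. Amplitudes are given from peak to trough on the log2 scale. Values in CPM are TMM-normalized, without correction by RUVs. The paper describes the mapping of reads in its Supplemental Methods, which were not used here, and positions are those of GENCODE release M21 on GRCm38.

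The targeted gene Bmal1 is listed as Arntl (ENSMUSG00000055116) on chromosome 7 from 113207465 to 113314126. Its mRNA in control mice was 48.4 ± 10.2 CPM (SD, n = 5) at ZT0, 10.3 ± 4.81 CPM (SD, n = 5) at ZT4, and 2.73 ± 0.825 CPM (SD, n = 5) at ZT8. In the same genotype it was 2.77 ± 1.54 CPM (SD, n = 5) at ZT12, 21.5 ± 10.6 CPM (SD, n = 5) at ZT16, and 47.2 ± 3.78 CPM (SD, n = 5) at ZT20. In cKOt mice the level was 24.4 ± 1.57 CPM at ZT0, 19.9 ± 1.49 CPM at ZT4, and 18.5 ± 1.96 CPM at ZT8 (SD, n = 5 each). At the later time points it was 17.4 ± 2.01 CPM at ZT12, 20.5 ± 0.749 CPM at ZT16, and 23.5 ± 1.42 CPM at ZT20 (SD, n = 5 each). At ZT0 and ZT20 every cKOt mouse lay below every control mouse, and at ZT4, ZT8, and ZT12 every cKOt mouse lay above. At ZT16 the ranges overlapped, with 12.0 to 36.5 CPM in control mice and 19.6 to 21.6 CPM in cKOt mice. Reads were counted over the whole gene, so transcripts that lack only the deleted exons are counted as well. In control mice, 1 mouse at ZT8 (4.17 CPM) and 1 at ZT12 (5.51 CPM) lay above the others of their group.

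**Figure D1:**
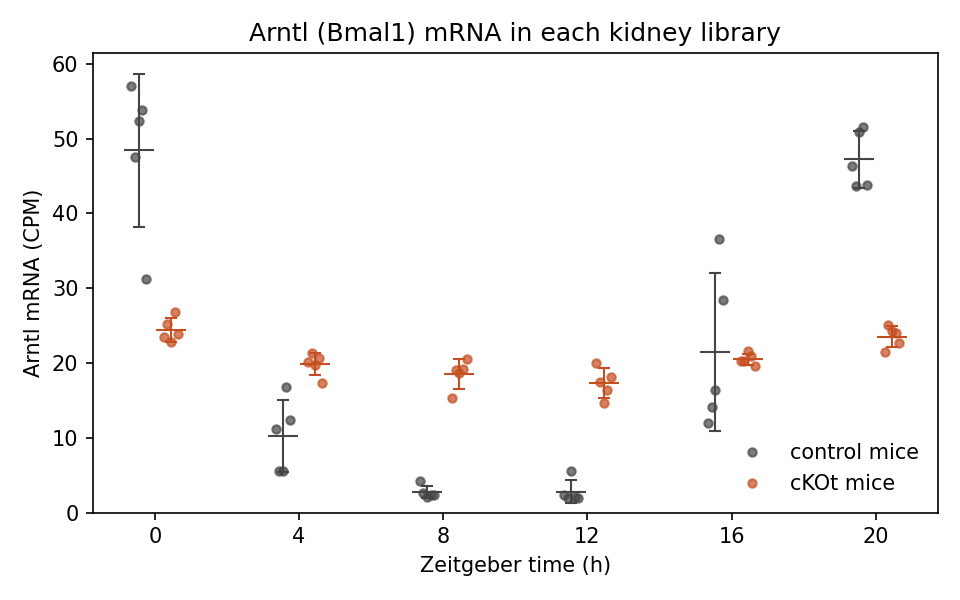
Arntl (Bmal1) mRNA in CPM against Zeitgeber time in hours, with a point for each of 30 control and 30 cKOt mice and bars for the mean and SD of each group of 5. Control mice span 1.93 to 57.1 CPM over the day and cKOt mice 14.6 to 26.8 CPM.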

We subsequently investigated temporal gene expression in the kidney using RNA-Seq and performed a differential rhythmicity analysis using *dryR* (27) (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI167133DS1). This analysis is based on multiple harmonic linear regression with a subsequent model selection approach that assigned transcripts to 5 different models according to their rhythmic or nonrhythmic expression pattern in control and cKOt mice (Supplemental Figure 1A). Transcripts assigned to model 1 (nonrhythmic) did not exhibit rhythmicity in both conditions. Model 2 (loss-of-rhythm) comprised transcripts that lost their rhythmic expression pattern in cKOt mice; model 3 (gain-of-rhythm) represented transcripts that gained rhythmicity in cKOt mice; and transcripts that exhibited unaltered rhythms in both genotypes were assigned to model 4 (unaltered rhythm). If the rhythms were altered in acrophase and/or amplitude, transcripts were classified as model 5 (altered rhythm). Transcripts that could not be clearly assigned to one of these models were named “unassigned” (model 0) (Supplemental Figure 1A). 

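Each of the 15546 retained transcripts was given a model or left unassigned. Models 2, 4, and 5 together held 5263 transcripts, and models 3, 4, and 5 together held 4823. At least 1 genotype had a rhythm in 5794 transcripts. As shares of all retained transcripts, 33.9% were rhythmic in control mice and 31.0% in cKOt mice. The alternative that lowered these shares most was to leave out the correction by RUVs, with 24.5% in control and 21.6% in cKOt mice. A lower BIC weight of at least 0.5 raised them most, to 42.2% and 38.9%.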

Of all detected transcripts, 33.9% (sum of models 2, 4 and 5) and 31.1% (sum of models 3, 4 and 5) were rhythmic in kidneys of control and cKOt mice, respectively (Figure 1A). While the majority (67.7%) of rhythmic transcripts in at least 1 genotype demonstrated unaltered rhythm (system-driven transcripts), 16.7% of transcripts lost their rhythmicity in cKOt mice (BMAL1-driven transcripts), 9.2% gained rhythmicity (transcripts that became rhythmic after the deletion of *Bmal1*), and 6.4% exhibited altered rhythm (BMAL1-modulated transcripts) (Figure 1B and Supplemental Figure 1B). 

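Model 4 held 3924 transcripts, which is 67.7% of those with a rhythm in at least 1 genotype. Loss of rhythm (model 2) was assigned to 971 transcripts (16.8%), gain of rhythm (model 3) to 531 (9.16%), and altered rhythm (model 5) to 368 (6.35%). The remaining transcripts were 5290 without rhythm (model 1) and 4462 unassigned (model 0). The number of transcripts in model 3 was also reached when genotypes were exchanged among mice of the same time point, in 6 of 50 splits of the samples with the real split included. RUVs was computed anew in each split and could take up the genotype difference there, so the splits do not give a plain chance level. Among the clock genes, Arntl, Npas2, and Nfil3 were in model 2. Clock, Per2, Per3, Cry2, Nr1d1, Nr1d2, Dbp, Tef, and Ciart were in model 5, and Bhlhe41 was in model 4. Per1, Cry1, Hlf, and Bhlhe40 were unassigned.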

Rhythmic transcripts that lost rhythmicity in cKOt mice (model 2) did not present clear phase enrichment but did show higher amplitudes (Figure 1, C and D), as expected for direct BMAL1 target genes in clock-deprived animals (27). 

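Of the 971 transcripts with loss of rhythm, the largest number in a bin of 2 h peaked in control mice at ZT20 (160 transcripts) and the smallest at ZT2 (42 transcripts). The mean resultant length of the peak times, which is 0 for an even spread and 1 for a single time, was 0.107 on a circle of 24 h. On a circle of 12 h, where 2 opposite peaks count as the same time, it was 0.239. The median amplitude was 0.342, and 10.7% of the transcripts had an amplitude above 1. Arntl had the largest amplitude of the model, 4.80 with a peak at ZT21.5 and a BIC weight of 0.735. Npas2 (ENSMUSG00000026077) followed the same pattern with an amplitude of 4.59 and a peak at ZT22.1. Nfil3 (ENSMUSG00000056749) had an amplitude of 3.27. Transcripts are not independent of each other, so these distributions are described without a test.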

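Peak times of the 3924 transcripts with unaltered rhythm were concentrated around a pair of opposite times, ZT8.15 and ZT20.1. The resultant length on the circle of 12 h was 0.583, against 0.0152 on the circle of 24 h. The fullest bins of 2 h were those of ZT20 with 764 transcripts and ZT6 with 740. For the 531 transcripts with gain of rhythm, the resultant length of the peak times in cKOt mice was 0.438 on the circle of 12 h and 0.0591 on that of 24 h, around ZT7.94 and ZT19.9. The median amplitude was 0.267 in model 4 and 0.289 in model 3. Amplitudes above 1 were found in 2.50% of model 4 and 3.58% of model 3. Without correction by RUVs the order of the medians changed, with 0.414 in model 3 against 0.409 in model 2.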

Transcripts from models 3 and 4 exhibited a bimodal distribution of phases and lower amplitudes (Figure 1, C and D), suggesting that they were likely driven by systemic signals. Transcripts with altered rhythm in cKOt mice (model 5) demonstrated a bimodal distribution only in cKOt mice, while the phase was not biased in controls, which was expected for genes regulated by both the circadian clock and systemic signals (27). 

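In the 368 transcripts of model 5, the resultant length on the circle of 12 h was 0.262 for the peak times in control mice and 0.528 for those in cKOt mice. In cKOt mice the times clustered around ZT7.88 and ZT19.9. On the circle of 24 h it was 0.156 in control mice and 0.0105 in cKOt mice. The fullest bin of 2 h in control mice was ZT20 with 56 transcripts, and in cKOt mice it was ZT6 with 75. Dbp (ENSMUSG00000059824) had the largest amplitude of this model in control mice, 5.50 with a peak at ZT8.80, and an amplitude of 2.89 with a peak at ZT9.78 in cKOt mice. From the bimodal peak times and the lower amplitudes in models 3 and 4, the paper proposes that systemic signals likely drive these models. For model 5, with bimodal peak times only in cKOt mice, it proposes regulation by both the clock and systemic signals.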

The phase of these genes was shifted by about –4 or +4 hours and also presented a lower amplitude in cKOt mice than in control mice (Figure 1, C and D and Supplemental Figure 1C). 

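The median absolute shift of the peak in model 5 was 3.96 h, and 292 of the 368 transcripts shifted by more than 2 h. The peak was later in cKOt mice for 185 transcripts and earlier for 183. The amplitude was lower in cKOt mice for 248 transcripts (67.4%), and the median ratio of the amplitude in cKOt mice to that in control mice was 0.803.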

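Mean expression differed between the genotypes for 7778 of the 15546 retained transcripts (50.0%) at an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was higher in cKOt mice for 4174 and lower for 3604. Most of these differences were small, with a median absolute log2 fold change of 0.18. A fold change above 1.2 was reached by 2497 of them, 1228 higher and 1269 lower, and at least 2-fold by 292, 125 higher and 167 lower. By model, mean expression differed for 68.4% of model 2, 60.5% of model 3, 52.2% of model 4, and 81.5% of model 5. In the nonrhythmic model 1 the share was 40.3%, and among unassigned transcripts it was 51.8%. The limma test, which the paper's methods name, was applied to the same samples with a trend option chosen here. It called 7770 transcripts, of which 7658 were shared with edgeR. The number of transcripts was lowest without RUVs factors, at 6380.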

As shown in Figure 1E, a substantial number of transcripts (more than 50%) from models 2, 3, 4, and 5 also displayed a differential mean expression. 

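In models 2, 3, and 5 together, 1285 of 1870 transcripts (68.7%) had a different mean expression, against 2047 of 3924 in model 4. With the added requirement of a fold change above 1.2, the shares were 30.4% in models 2, 3, and 5 and 11.1% in model 4. The direction went both ways in each model. In model 2, 374 transcripts were higher and 290 lower in cKOt mice, in model 3, 143 and 178, and in model 5, 137 and 163.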

The differential mean expression was even higher among transcripts with differential rhythmicity (models 2, 3, and 5) suggesting a link between rhythmicity and differential expression (Figure 1E) (27).

### Effect of induced Bmal1 deletion in the renal tubule on the kidney rhythmic proteome.

To decipher the relationship between the rhythmic transcriptome and proteome, we performed, in parallel, a proteomic analysis of kidneys from control and cKOt mice. A total of 3,809 proteins were quantified in both control and cKOt kidney samples (Supplemental Table 2). *dryR* analysis revealed 18.9% and 21.4% of rhythmic proteins in kidneys of control and cKOt mice, respectively (Figure 1F). Among proteins rhythmic in at least 1 genotype, a surprisingly high number (32.8%) gained rhythmicity in the kidneys of cKOt mice, while only 24.3% proteins lost their rhythmicity, 8.2% had altered rhythmicity, and 34.7% showed unaltered rhythm (Figure 1G). Interestingly, only proteins in model 4 (unaltered rhythm) showed a clear bimodal phase distribution as expected for system-driven proteins. Proteins in other models did not display clear biased distribution of phases, likely because of the relatively low number of rhythmic proteins compared with mRNAs (Figures 1H and Supplemental Figure 1D). There was no clear tendency for phase-shift distribution for proteins from model 5 (Supplemental Figure 1E). Proteins that gained or lost rhythmicity (models 2 and 3) showed higher amplitudes compared with the other groups (Figure 1I). While this was expected for model 2 proteins that are likely directly regulated by BMAL1, this was more surprising for proteins that gained rhythmicity (model 3). This suggested that the deletion of *Bmal1* generated compensatory mechanisms that induced the rhythmicity of new proteins in response to a potential modification of renal tubular functions.

Strikingly, a high number of proteins — more than 80% — from all models exhibited differential mean expression between control and cKOt mice (Figure 1J), demonstrating the substantial effect of *Bmal1* deletion on the renal proteome.

### Relationship between the rhythmic transcriptome and the proteome in kidneys of control and cKOt mice.

Global pairwise comparison of rhythmic mRNA and proteins revealed that only approximately 20% of rhythmic mRNAs encoded rhythmic proteins in the kidneys of control and cKOt mice, while only approximately 37% of rhythmic proteins were encoded by rhythmic mRNAs (Figure 2A). This is consistent with previous results that showed that most rhythmic mRNAs encode nonrhythmic proteins and that most rhythmic proteins are regulated at the posttranscriptional levels (28–31). These data were confirmed by a weak correlation in model-to-model comparisons of rhythmicity patterns between mRNAs and proteins that they encode (Figure 2B). However, a strong correlation was found between fold-changes in mean expression levels of mRNA and protein pairs in control versus cKOt mice (Figure 2C, Pearson’s R correlation coefficient: 0.4626: *P* value<0.0001). A comparison of phase distributions revealed a tendency in both control and cKOt mice for a phase delay of approximately 2-to-6 hours between mRNA and protein expression likely explained by the time of accumulation of proteins after the peak of mRNA synthesis (Figure 2D) (28). Pathway analysis based on over representation analysis (ORA) of mRNAs or proteins exhibiting differential mean expression between control and cKOt mice revealed a substantially similar set of molecular pathways modified on both mRNA and protein levels. Among 30 altered protein pathways, as many as 20 were already affected at the mRNA level (Figure 2E and Supplemental Tables 3 and 4). Notably, xenobiotic detoxification; FA metabolism; proliferator-activated receptor agonist (PPAR) signaling; peroxisomal function; and nicotinate, NAM, and tryptophan metabolism pathways were commonly affected.

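Supplemental Table 3 of the paper names 510 genes in its 72 pathways at the mRNA level. All 510 had an adjusted p below 0.05 from edgeR's quasi-likelihood test and a fold change above 1.2, with 204 higher and 306 lower in cKOt mice. The authors chose these genes on the same samples, so their number is not independent evidence, and the enrichment itself was not recomputed. Of the 33 genes of PPAR signaling, 7 were higher and 26 lower in cKOt mice. Among the 34 peroxisomal genes the numbers were 8 and 26. Lower expression prevailed also among the 22 genes of FA degradation (3 higher, 19 lower) and the 16 of FA metabolism (3 higher, 13 lower). Nicotinate and nicotinamide metabolism had 9 genes (2 higher, 7 lower) and tryptophan metabolism 15 (5 higher, 10 lower). The 21 genes of xenobiotic metabolism by cytochrome P450 were split into 7 higher and 14 lower.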

### Consequences of Bmal1 deletion in the renal tubule on kidney and plasma metabolomes.

Out of 814 metabolites quantified in the kidneys of control and cKOt mice, only approximately 20% were rhythmic (Figure 3A and Supplemental Table 5). While a majority of metabolites were rhythmic in both genotypes, 25 and 39 were rhythmic only in control or in cKOt mice, respectively (Figure 3B). Accordingly, the global distributions of phases (Figure 3C) and amplitudes (Figure 3D) of rhythmic metabolites were highly similar between controls and cKOt. Overall, approximately 50% of detected metabolites exhibited differential levels in control and cKOt kidneys, suggesting that the deletion of *Bmal1* has a greater effect on the abundance of metabolites than on their rhythmicity (Figure 3E). Numerous important metabolic components displayed substantial changes in their mean abundance between kidneys of control and cKOt mice, including carnitine, NAD^+^, flavin adenine dinucleotide (FAD^+^), and flavin mononucleotide (FMN) (Figure 3F). Notably, analysis of metabolite categories revealed that those related to energy production or cofactors and vitamins showed a tendency for reduced abundance, whereas lipids displayed an increased abundance in cKOt (Supplemental Table 5 and Figure 3E). In subcategories of lipids, a substantial reduction was observed for acyl-carnitines, whereas long-chain FAs and monoacylglycerols were enriched in the kidneys of cKOt mice (Supplemental Figure 2A).

Absolute quantitation and *dryR* analysis of 599 metabolites was also performed on the plasma of the same control and cKOt mice. We retained 333 metabolites detected in all samples for further analyses (Supplemental Table 6). In contrast to the kidney, a high percentage (approximately 60%) of plasma metabolites were rhythmic in control and cKO mice (Figure 3G). Most of them were identically rhythmic in the plasma of both control and cKOt mice and a few were rhythmic only in control or cKOt mice (Figure 3H). In both genotypes, rhythmic plasma metabolites displayed a unimodal phase distribution with a broad peak around Zeitgeber time 0 (ZT0) (Figure 3I). Differential analysis of plasma concentrations of metabolites from different categories revealed an increase in many phosphathidylcholines, triglycerides, and sphingomyelines in the plasma from cKOt mice (Figures 3J and Supplemental Figure 2B). However, the most important difference was observed for carnitine and its derivatives acetylcarnitine and propionylcarnitine, which were substantially reduced in cKOt, while creatinine was increased (Figure 3, K and L).

### The circadian clock in the renal tubule controls multiple pathways of NAD^+^ replenishment.

Based on these observations, we focused our attention on the effect of *Bmal1* deletion on NAD^+^ metabolism. NAD^+^ is a cofactor for more than 400 enzymatic redox reactions, many of which are critical to cell metabolism. NAD^+^ biosynthetic pathways differ widely across tissues and display tissue-specific preference for different NAD^+^ precursors. Imbalance in renal NAD^+^ has been proposed as a causative factor for progression from acute kidney injury (AKI) to CKD (32, 33). Our metabolome analysis revealed a reduction in NAD^+^ levels in the kidneys of cKOt mice to a degree comparable to that observed in AKI, with a reduction of approximately 20% (34) (Figure 4). In addition, joint analysis of omics data sets showed substantial modifications in principal pathways contributing to the maintenance of intracellular NAD^+^. A dramatic reduction was observed in both mRNA and protein levels of NAM phosphoribosyltransferase (NAMPT), the rate-limiting enzyme in the NAD^+^ salvage pathway that converts NAM, a metabolite mostly derived from local NAD^+^ cleavage by NAD^+^-consuming enzymes, into NAM mononucleotide (NMN) (35). 

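Nampt (ENSMUSG00000020572) lies on chromosome 12 from 32819545 to 32853349. Its mRNA was 245 ± 41.6 CPM (SD, n = 30) in control mice and 159 ± 18.8 CPM (SD, n = 30) in cKOt mice, from counts of 2524 to 5951 per sample. The log2 fold change was -0.63 (standard error 0.023, adjusted p = 1.76e-30 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It ranged from -0.40 at ZT4 to -0.86 at ZT12, and the interaction had an adjusted p of 8.29e-05. At ZT12 the level was 303 ± 24.3 CPM (SD, n = 5) in control and 174 ± 32.3 CPM (SD, n = 5) in cKOt mice. Ranges of the genotypes did not overlap at any time point except ZT4, where 1 cKOt mouse with 194 CPM lay within the control range of 176 to 206 CPM. With each replicate left out in turn, the log2 fold change stayed between -0.64 and -0.62.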

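Nmrk1 (ENSMUSG00000037847), the gene of NRK1, lies on chromosome 19 from 18631950 to 18652428. Over all time points its mRNA was 109 ± 28.6 CPM (SD, n = 30) in control mice and 88.5 ± 13.6 CPM (SD, n = 30) in cKOt mice. The log2 fold change was -0.29 (standard error 0.049, adjusted p = 1.59e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Most of the difference came from ZT8 and ZT12, with -0.49 and -0.69, whereas at ZT20 it was 0.011. At ZT12 control mice had 155 ± 30.1 CPM (SD, n = 5) and cKOt mice 96.6 ± 6.59 CPM (SD, n = 5). The interaction had an adjusted p of 0.0445, which rose to 0.118 without RUVs factors and 0.147 with the batch in their place.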

Lower expression in the kidneys of cKOt mice was also observed for the nicotinate riboside kinase (NRK1) that can produce NMN from NAM riboside (NR). Expression of CD73, an enzyme that opposes NRK1 action by converting NMN into NR was substantially increased in the kidneys of cKOt mice both at mRNA and protein levels. 

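CD73 is encoded by Nt5e (ENSMUSG00000032420), on chromosome 9 from 88327197 to 88372092. Its mRNA was 243 ± 100.4 CPM (SD, n = 30) in control mice and 366 ± 55.2 CPM (SD, n = 30) in cKOt mice, with a log2 fold change of 0.68 (standard error 0.052, adjusted p = 1.30e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The SD of the control mice includes a rhythm, with 342 ± 49.0 CPM (SD, n = 5) at ZT0 and 137 ± 27.9 CPM (SD, n = 5) at ZT8. Over the day the genotype difference, on the log2 scale, rose from 0.16 at ZT0 to 1.32 at ZT12, with an adjusted p of 4.57e-06 for the interaction.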

While the quantitative role of NRK1 in NAD^+^ production in the kidney remains unknown, this enzyme is expressed at high levels in the renal proximal tubule (36). Importantly, both *Nampt* and *Nrk1* displayed circadian clock-dependent rhythmicity, as previously shown in the liver (37). 

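Nampt and Nmrk1 were both assigned to model 2, loss of rhythm, with BIC weights of 0.976 and 0.885. The fitted amplitude of Nampt was 0.50 in control mice, with a peak at ZT13.6, and 0.037 in cKOt mice. For Nmrk1 it was 0.71 in control mice, with a peak at ZT11.2, and 0.20 in cKOt mice.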

Interestingly, while the renal content of NAM is only slightly decreased and NR is not modified in the kidneys of cKOt mice, there was an approximately 30% reduction in NMN levels. The effect of impairment in salvage pathway on the NAD^+^ pool might be partially alleviated by compensatory mechanisms affecting 2 other NAD^+^ synthesis pathways, namely the de novo NAD^+^ synthesis pathway and the Preiss-Handler pathway, which, respectively, use circulating tryptophan and nicotinic acid (NA) to produce the NAD^+^ precursor NA mononucleotide (NAMN). No difference in abundance of tryptophan and kynurenine suggested that there were no alterations in the initial steps of the de novo pathway, despite downregulation of the kynurenine formamidase (AFMID) enzyme (Figure 4 and Supplemental Figure 3). However, 3 enzymes involved in the last steps of the de novo pathway, namely kynurenine 3-monooxygenase (KMO), 3-hydroxyanthranilate 3,4-dioxygenase (HAAO), and the rate limiting nicotinate-nucleotide pyrophosphorylase (QPRT) were upregulated in the kidneys of cKOt mice (Figure 4 and Supplemental Figure 3). Moreover, the rate limiting enzyme of the Preiss-Handler pathway, nicotinate phosphoribosyltransferase (NAPRT), was overexpressed, as well as NAMN adenylyltransferase 3 (NMNAT3), an enzyme converting NAMN into the NAD^+^ precursor NA adenine dinucleotide (NAAD). 

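Afmid (ENSMUSG00000017718) lies on chromosome 11 from 117825924 to 117839908. Its mRNA was 27.3 ± 4.26 CPM (SD, n = 30) in control and 21.1 ± 4.20 CPM (SD, n = 30) in cKOt mice, a log2 fold change of -0.37 (standard error 0.046, adjusted p = 1.62e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference was negative at all 6 time points, from -0.17 at ZT4 to -0.59 at ZT12. The transcript was assigned to model 3 with a BIC weight of 0.838.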

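Kmo (ENSMUSG00000039783, chromosome 1 from 175620381 to 175662116) had 176 ± 18.8 CPM (SD, n = 30) in control and 237 ± 25.4 CPM (SD, n = 30) in cKOt mice. Relative to control mice, its log2 fold change was 0.41 (standard error 0.023, adjusted p = 2.60e-22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lay between 0.34 and 0.46 at the single time points. Qprt (ENSMUSG00000030674, chromosome 7 from 127107114 to 127122226) rose from 48.7 ± 6.77 CPM to 54.0 ± 6.87 CPM (SD, n = 30 each), a log2 fold change of 0.17 (standard error 0.023, adjusted p = 2.32e-08 from the same edgeR test). Haao (ENSMUSG00000000673, chromosome 17 from 83831156 to 83847963) had 177 ± 20.0 CPM in control and 176 ± 26.6 CPM in cKOt mice (SD, n = 30 each). No difference in Haao mRNA was detected, with a log2 fold change of 0.0031 (standard error 0.030, adjusted p = 0.943 from the same edgeR test). The sign of this value changed in 8 of 14 alternative analyses.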

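Naprt (ENSMUSG00000022574, chromosome 15 from 75890956 to 75894481) had 24.0 ± 4.47 CPM (SD, n = 30) in control and 24.1 ± 4.73 CPM (SD, n = 30) in cKOt mice. Its log2 fold change of 0.035 (standard error 0.026, adjusted p = 0.262 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) did not pass the threshold. Nmnat3 (ENSMUSG00000032456, chromosome 9 from 98287435 to 98420438) had 19.2 ± 1.71 CPM (SD, n = 30) in control mice. Here cKOt mice differed by a log2 fold change of 0.12 (standard error 0.029, adjusted p = 0.000276 from the same edgeR test), and at ZT12 the value was -0.051.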

The purine nucleoside phosphorylase (PNP), an enzyme that mostly produces NA from NA riboside (NAR) was upregulated at both transcript and protein levels (Supplemental Figure 3). 

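Pnp (ENSMUSG00000115338) lies on chromosome 14 from 50931082 to 50965237 and has a paralog, Pnp2, so its value is uncertain as far as reads were shared between them. Its mRNA was 51.8 ± 8.30 CPM (SD, n = 30) in control and 57.8 ± 5.25 CPM (SD, n = 30) in cKOt mice. The log2 fold change was 0.16 (standard error 0.025, adjusted p = 8.04e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was largest at ZT12 (0.51) and -0.019 at ZT0, with an adjusted p of 0.000362 for the interaction. The transcript was assigned to model 2 with a BIC weight of 0.811. From higher expression in the de novo and Preiss-Handler pathways, the paper proposes that these routes partly compensate for the impaired salvage pathway.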

Finally, the expression of the Nicotinamide nucleotide transhydrogenase (NNT), an enzyme that produces NAD^+^ from NADH pool in mitochondria was dramatically increased at the protein level. This suggests the activation of a compensatory pathway to counteract the deficient NAD^+^ synthesis in cKOt animals.

### Impaired FA transport, carnitine shuttle, and β-oxidation in cKOt mice.

Both transcriptome and proteome pathway analyses and changes in the kidney tissue metabolome suggested alterations in FA metabolism in the kidneys of cKOt mice. We performed a detailed analysis of changes in the levels of mRNAs, proteins, and metabolites related to different steps of FA metabolism, the principal source of energy in the proximal tubule. As shown in Figure 5, expression of CD36 and SLC27A2 (FATP2), 2 major FA transporters in the proximal tubule (38), were reduced in the kidneys of cKOt mice at both the mRNA and protein levels. 

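Cd36 (ENSMUSG00000002944, chromosome 5 from 17781690 to 17888801) had 1082 ± 152 CPM (SD, n = 30) in control and 747 ± 102 CPM (SD, n = 30) in cKOt mice. The log2 fold change was -0.55 (standard error 0.036, adjusted p = 2.24e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with values from -0.69 to -0.42 at the single time points. Slc27a2 (ENSMUSG00000027359, chromosome 2 from 126552407 to 126588243) fell from 4338 ± 458 CPM to 3287 ± 427 CPM (SD, n = 30 each). Its log2 fold change was -0.41 (standard error 0.024, adjusted p = 1.16e-21 from the same edgeR test) and negative at all 6 time points.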

Interestingly, kidney tissue levels of FA were increased, especially during the inactive phase (Figures 5 and Supplemental Figure 4A), probably due to impairments in downstream steps of FA metabolism. Palmitoyl-CoA levels were decreased, but no clear tendency was observed for expression of different members of the acyl-CoA-synthetase family (Figure 5 and Supplemental Figure 4B). 

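Of the acyl-CoA synthetase transcripts, Acsl6 did not reach the minimum expression. The log2 fold change, with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, passed the adjusted threshold for all 11 others, 6 of them higher and 5 lower in cKOt mice. Higher were Acsm1 (0.53), Acsl1 (0.42), Acss3 (0.35), Acsl5 (0.33), Acss1 (0.30), and Acss2 (0.14). Lower were Acsm3 (-0.69), Acsl3 (-0.69), Acsm2 (-0.21), Acsl4 (-0.20), and Acsm5 (-0.10). The most abundant was Acsm2, with 7035 ± 608 CPM (SD, n = 30) in control and 6119 ± 529 CPM (SD, n = 30) in cKOt mice. Acsm1, Acsm2, Acsm3, and Acsm5 are paralogs that lie next to each other on chromosome 7, and their values are uncertain as far as reads were shared among them. Acsl1 differed between time points, from -0.20 at ZT20 to 0.98 at ZT12 (adjusted p of the interaction 1.79e-10), and was assigned to model 5.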

Expression of carnitine palmitoyltransferase 1A (CPT1a) and of carnitine-acylcarnitine translocase (CACT or SLC25A20), enzymes critical for the transfer of long-chain FA through the outer and inner mitochondrial membranes, respectively, were substantially reduced in the kidneys of cKOt mice (Figure 5). This reduction was paralleled by a decrease in tissue levels of majority of acylcarnitines (Figure 5 and Supplemental Figure 5A). 

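Cpt1a (ENSMUSG00000024900, chromosome 19 from 3322334 to 3385733) had 593 ± 80.1 CPM (SD, n = 30) in control and 447 ± 97.1 CPM (SD, n = 30) in cKOt mice. On the log2 scale, the change was -0.42 (standard error 0.028, adjusted p = 5.73e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Slc25a20 (ENSMUSG00000032602, chromosome 9 from 108662088 to 108684641) fell from 58.8 ± 6.05 CPM to 34.4 ± 8.61 CPM (SD, n = 30 each), a log2 fold change of -0.78 (standard error 0.045, adjusted p = 1.70e-21 from the same edgeR test). Both were lower in cKOt mice at every time point, most at ZT16 for Cpt1a (-0.69) and at ZT20 for Slc25a20 (-1.19). The adjusted p of the interaction was 0.00709 for Cpt1a and 0.00186 for Slc25a20.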

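Cpt2 (ENSMUSG00000028607, chromosome 4 from 107903981 to 107923610) had 197 ± 16.1 CPM (SD, n = 30) in control and 135 ± 22.5 CPM (SD, n = 30) in cKOt mice. Over the 6 time points, the log2 fold change was -0.54 (standard error 0.037, adjusted p = 2.10e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with -0.26 at ZT12 and -0.82 at ZT16. The interaction had an adjusted p of 0.0123, of 0.0368 without RUVs factors, and of 0.0547 with the batch in their place. Of the acyl-CoA dehydrogenases, Acadl (ENSMUSG00000026003, chromosome 1 from 66830839 to 66863277) changed most. It fell from 443 ± 34.1 CPM to 262 ± 29.5 CPM (SD, n = 30 each), a log2 fold change of -0.77 (standard error 0.026, adjusted p = 6.52e-32 from the same edgeR test). Acads (ENSMUSG00000029545, chromosome 5 from 115110299 to 115119346) had a log2 fold change of -0.31 (standard error 0.028, n = 30 each, adjusted p = 4.86e-14). For Acadvl (ENSMUSG00000018574, chromosome 11 from 70010183 to 70015411) it was -0.16 (standard error 0.024, n = 30 each, adjusted p = 5.37e-08). Acadm (ENSMUSG00000062908, chromosome 3 from 153922357 to 153944632) had 1434 ± 168 CPM in control and 1371 ± 138 CPM in cKOt mice (SD, n = 30 each). Its log2 fold change of -0.072 (standard error 0.034) had an adjusted p of 0.0691 in the same edgeR test, and the adjusted p fell below the threshold in 4 of 14 alternative analyses, over which it ranged from 0.0197 to 0.464.

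**Figure D2:**
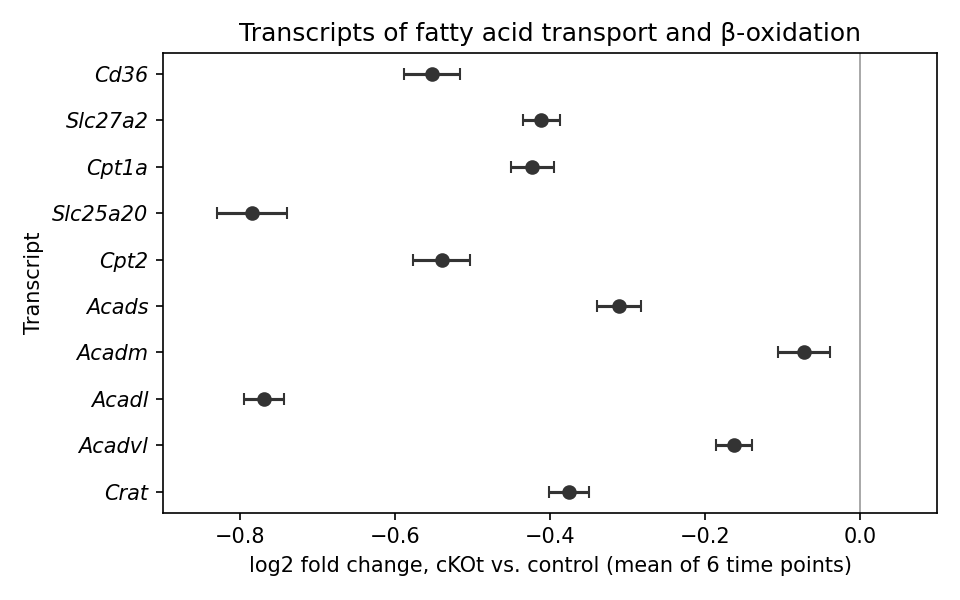
Log2 fold change of mean expression in cKOt against control mice over the 6 time points for 10 transcripts of fatty acid transport and β-oxidation. Points are the estimates of edgeR, bars are 1 standard error on each side, and the grey line marks no change; Acadm lies closest to that line at -0.072.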

A substantial reduction in expression was also observed for carnitine palmitoyltransferase 2 (CPT2), an enzyme that catalyzes the formation of acyl-CoAs from acylcarnitines and CoA, a step preceding β-oxidation (Figure 5). mRNA and protein expression of short-chain, medium-chain, long-chain, and very-long-chain acyl-CoA dehydrogenases (ACADS, ACADM, ACADL, and ACADVL, respectively) which catalyze the rate-limiting step of β-oxidation, were substantially decreased in cKOt mice (Figure 5 and Supplemental Figure 5B). 

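Crat (ENSMUSG00000026853, chromosome 2 from 30400471 to 30415813) had 166 ± 14.3 CPM (SD, n = 30) in control and 127 ± 16.6 CPM (SD, n = 30) in cKOt mice. Between the genotypes, the log2 fold change was -0.38 (standard error 0.026, adjusted p = 2.29e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with values between -0.58 and -0.28 at the single time points.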

Finally, the decrease in acetyl-carnitine levels was correlated with reduced expression of carnitine acetyltransferase (CRAT), an enzyme that catalyzes the exchange of acyl groups between carnitine and CoA. Collectively, these data demonstrated multilevel impairment in the metabolism of FA in kidneys of cKOt mice. 

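From the lower expression at successive steps of FA transport and oxidation, together with proteins and metabolites, the paper concludes that FA metabolism is impaired at several levels. Among the receptors, Ppara (ENSMUSG00000022383, chromosome 15 from 85734983 to 85802819) had 76.6 ± 11.4 CPM (SD, n = 30) in control and 62.3 ± 8.87 CPM (SD, n = 30) in cKOt mice. Relative to control mice, the log2 fold change was -0.30 (standard error 0.039, adjusted p = 5.55e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and at ZT0 it was 0.059. Pparg (ENSMUSG00000000440, chromosome 6 from 115360951 to 115490399) was weakly expressed, with 2.78 ± 0.566 CPM and 2.25 ± 0.678 CPM (SD, n = 30 each) from 18 to 85 counts per sample. Its log2 fold change was -0.32 (standard error 0.080, adjusted p = 0.000782 from the same edgeR test). Ppard (ENSMUSG00000002250, chromosome 17 from 28232700 to 28301474), the gene of PPARβ/δ, had 23.6 ± 17.2 CPM in control and 107 ± 35.1 CPM in cKOt mice (SD, n = 30 each). Its log2 fold change was 2.43 (standard error 0.083, adjusted p = 1.41e-31 from the same edgeR test), and it varied from 1.36 at ZT0 to 3.23 at ZT8. In cKOt mice at ZT20, 1 mouse had 185 CPM of Ppard and the others 91.7 to 114 CPM. The adjusted p of the interaction was 2.25e-06 for Ppard and 0.0458 for Ppara, where it rose to 0.0729 without RUVs factors and was 0.0311 with the batch in their place.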

Interestingly, reduced expression of enzymes involved in FA transport and β-oxidation was paralleled by substantial modifications in PPARs, a family of FA-activated nuclear receptors, with attenuated expression of *Pparα* and *Pparγ* and a dramatic increase in *Pparβ/δ* expression in cKOt mice (Supplemental Figure 6).

### The circadian clock in the renal tubule controls renal and systemic carnitine levels.

The metabolome data of kidney tissue (Figure 3E and Figure 6A) and plasma (Figure 3K) revealed a substantial reduction in carnitine abundance in cKOt mice throughout the entire circadian cycle. The maintenance of intracellular carnitine levels is critical for FA oxidation and energy production. In the kidney proximal tubule, 2 mechanisms contribute to the control of intracellular carnitine levels, i.e., transcellular carnitine reabsorption and carnitine biosynthesis. These latter data confirm and extend results by Nikolaeva, et al. who showed at 2 time-points (ZT4 and ZT16) that *Bmal1* deletion results in a drop in plasma carnitine levels (12). These results tempted us to explore the role of the renal tubular circadian clock in the renal handling of carnitine and in the control of tissue carnitine levels in the kidney and other tissues. The kidney is the major site of carnitine biosynthesis (Figure 6B) (39). As shown in Figure 6C, kidney levels of N^6^-trimethyllysine (TML), the first metabolite of carnitine synthesis pathway, were not different between control and cKOt mice. Expression of N^6^-trimethyllysine dioxygenase (TMLHE) which catalyzes the transformation of TML into hydroxy-N^6^-trimethyllysine (HTML) was not different between genotypes. The identity of the second enzyme, HTML aldolase (TMLHA), which catalyzes the transformation of HTML into 4-N-trimethylaminobutyraldehyde (TMABA), remains unclear. However, expression of TMABA dehydrogenase (TMABADH or ALDH9A1), which converts TMABA into deoxycarnitine, was reduced both at the mRNA and protein levels in cKOt mice. 

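Aldh9a1 (ENSMUSG00000026687, chromosome 1 from 167349991 to 167368532) had 592 ± 34.3 CPM (SD, n = 30) in control and 379 ± 22.6 CPM (SD, n = 30) in cKOt mice. On the log2 scale, the change was -0.64 (standard error 0.021, adjusted p = 2.40e-32 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and differed little between time points, from -0.74 to -0.58.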

Interestingly, deoxycarnitine levels were increased in the kidneys of cKOt mice. 

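Bbox1 (ENSMUSG00000041660, chromosome 2 from 110262697 to 110314560) was weakly expressed, with 3 to 114 counts per sample. Its mRNA was 1.30 ± 0.753 CPM (SD, n = 30) in control and 2.14 ± 1.27 CPM (SD, n = 30) in cKOt mice. Over the 6 time points, the log2 fold change was 0.70 (standard error 0.13, adjusted p = 1.30e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and positive at all 6 time points. With each replicate left out in turn, it lay between 0.57 and 0.81. The transcript was rhythmic in both genotypes (model 4), with a shared amplitude of 1.66 and a peak at ZT10.4.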

Finally, mRNA encoding the last and rate-limiting enzyme in the enzymatic chain, γ-butyrobetaine dioxygenase (BBOX1), was significantly increased in the kidneys of cKOt mice.

Carnitine is freely filtered by renal glomeruli and approximately 98% is reabsorbed in the proximal tubule (Figure 6D). At the apical membrane, carnitine is transported inside the cell via the sodium-coupled carnitine transporter SLC22A5 (OCTN2) (40). The basolateral carnitine extrusion is less well characterized, but a role of organic cation transporter 2 (SLC22A2 or OCT2) in this process has been proposed (41, 42). Analysis of the diurnal transcriptome and proteome revealed that both mRNA and protein expression of SLC22A5 were dramatically reduced in the kidneys of cKOt mice throughout the entire circadian cycle, whereas expression of SLC22A2 was slightly increased (Figure 6E). 

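Slc22a5 (ENSMUSG00000018900, chromosome 11 from 53864542 to 53891660) had 293 ± 37.2 CPM (SD, n = 30) in control and 154 ± 33.2 CPM (SD, n = 30) in cKOt mice. Between the genotypes, the log2 fold change was -0.95 (standard error 0.041, adjusted p = 4.40e-27 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was negative at all 6 time points, from -0.74 at ZT8 to -1.21 at ZT16, and the interaction had an adjusted p of 0.0997. At ZT8, the control mice had 318 ± 18.9 CPM (SD, n = 5) and the cKOt mice 189 ± 16.4 CPM (SD, n = 5). In cKOt mice at ZT16, 1 mouse with 137 CPM lay above the others, which had 124.1 to 124.3 CPM, and in control mice at ZT0, 1 mouse with 310.0 CPM lay above the others. The transcript was assigned to model 5, with a peak at ZT11.1 in control and ZT8.09 in cKOt mice. Slc22a2 (ENSMUSG00000040966, chromosome 17 from 12584132 to 12628488) had 342 ± 30.8 CPM in control and 337 ± 32.0 CPM in cKOt mice (SD, n = 30 each). Its log2 fold change was -0.023 (standard error 0.034, adjusted p = 0.601 from the same edgeR test). Without replicate 4 it was 0.0016.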

In a kinetic experiment, there was no difference in plasma carnitine levels between control and cKOt mice at baseline, before DOX treatment (Figure 6F). However, 3 days after the beginning of the DOX treatment, a reduction in plasma carnitine concentration was already observed in cKOt mice. Similar levels of urinary carnitine excretion in the 2 genotypes (Figure 6G) and reduction in fractional excretion of carnitine in cKOt mice (FE, Figure 6H) indicated that a reduction in plasma carnitine levels occurred in parallel with decreased carnitine reabsorption in the kidney. Analysis of tissue carnitine levels demonstrated reduction in heart, brain, and muscle, but not in the liver (Figure 6I). Despite a substantial decrease in the muscle carnitine content (approximately 50%), there was no difference in spontaneous or running-wheel activities between control and cKOt mice (Supplemental Figure 7).

### Consequences of Bmal1 deletion on mitochondrial activity.

We found that cKOt mice showed deficient β-oxidation associated with deficient carnitine transport, which led to a decreased concentration of acetyl-CoA, an important fuel of the tricarboxylic acid (TCA) cycle. In addition, cKOt mice presented decreased production of NAD^+^, a key coenzyme of sirtuins including SIRT3, which is an important regulator of mitochondrial activity (43, 44). Therefore, we speculated that mitochondrial activity might be perturbed in cKOt mice. To test this hypothesis, we measured the activity of the different mitochondrial complexes at 2 time points (ZT4 and ZT16) in the kidneys of control and cKOt mice. The activity of complex IV was unaffected and the activity of complex I was rhythmic and not significantly impacted by the deletion of *Bmal1* (Figure 7, A and B). The activity of complex II was reduced in cKOt mice compared with controls at ZT4; however, it caught up to controls at ZT16, surprisingly gaining rhythmicity in cKOt mice (Figure 7, A and C). As shown in Figure 7D, the time-dependent activity of complex I was associated with rhythmicity in a number of complex I proteins (model 4), while the gain of rhythmicity of complex II was associated with a gain of rhythmicity in some proteins of the complex (model 3). The decreased activity of this complex at ZT4 could be the result of a deficient SIRT3-dependent deacetylation of the complex II catalytic subunit SDHA in cKOt mice caused by the decrease in NAD^+^ concentration (45, 46). Additional analysis of metabolomics data showed that the levels of fumarate and malate, metabolites downstream of complex II in the TCA cycle (Figure 7E), were increased in cKOt (Figure 7F). This increase was particularly significant at ZT16 (Figure 7, G and H) when SDHA was supposed to be deacetylated by SIRT3 (37). These data suggest that the TCA cycle is likely partially blocked downstream of complex II in cKOt mice. This block could also be caused by the decreased abundance of acetyl-CoA (Figure 5), which is a critical reagent for the synthesis of citrate by citrate synthase. Therefore, the decreased NAD^+^ and Acetyl-CoA synthesis in cKOt mice may both contribute to the perturbation of the TCA cycle.

## Discussion

Tissue-intrinsic circadian clocks govern a wide range of molecular processes involved in the adjustment of tissue physiology over the course of the circadian cycle (reviewed in (47)). The kidney is one of the most metabolically active organs in the body. The bulk of the energy produced by the kidney is used to fuel transepithelial reabsorption and secretion transport processes in the renal tubule. Using a multiomics approach (i.e., transcriptomics, proteomics, and metabolomics), we showed that the circadian clock in the renal tubule strongly affects several key metabolic pathways in the kidney, including NAD^+^ synthesis, β-oxidation of fatty acids, carnitine handling, and mitochondrial activity. Importantly, the spectrum of identified clock-dependent mechanisms ranges from presumably ubiquitous ones to those restricted to the kidney and a limited number of other tissues.

The characterization of these mechanisms was enabled by the unique nature of our data set. To ease access to this resource, we made all the data sets and statistical analyses available via a web application with an interactive interface (https://bix.unil.ch/circadian-kidney/). While temporal RNA-Seq data from control mice and mice deficient for circadian clock genes (total or kidney specific) have already been published (9, 48), temporal high-throughput proteomics analyses have been limited to the WT mouse liver (28, 49, 50), macrophages (30), SCN (31), and forebrain synapse (51). None of these studies were complemented with a temporal metabolomics data set. Therefore, this data set is unique, to our knowledge, and allowed a comprehensive analysis of rhythmic genes, protein expression, and associated metabolic pathways, as well as the effect of the deletion of the circadian clock regulator BMAL1 on these processes (of note, BMAL1 is a transcription factor that may have functions unrelated to the circadian clock). Compared with the liver, where only 6%–8 % of the quantified proteome is rhythmic, we found approximately 20% of rhythmic proteins in the kidney, close to what was found in the SCN or macrophages. However, a common observation in all of these studies is the critical role of posttranscriptional regulation: as in other tissues, a majority (78%) of rhythmic proteins were encoded by nonrhythmic mRNA.

The integrated omics approach allowed us to examine major pathways involved in the maintenance of intracellular NAD^+^ levels. We demonstrated that a large reduction in the NAD^+^ content in kidneys of cKOt mice was paralleled by a dramatic decrease in the expression of NAMPT, a key enzyme in NAD^+^ salvage pathway, and increased expression of QPRT and NAPRT, rate-limiting enzymes in de novo and Preiss-Handler pathways of NAD^+^ synthesis, respectively. These results suggest that decreased capacity of the salvage pathway accounts for the reduction in the NAD^+^ content in the kidneys of cKOt mice. The circadian clock regulation of NAMPT expression has been shown as one of the central mechanisms of circadian metabolic oscillations (52, 53). Our data demonstrate that this mechanism is also involved in the circadian clock–regulated adjustment of the NAD^+^ content in renal tubular cells.

FAs are the main metabolic fuel for the proximal tubule, a part of the renal tubule in which 60%–70% of tubular reabsorption and most of the tubular secretion takes place. We demonstrated that the expression of key enzymes involved in FA metabolism were substantially reduced in the kidneys of cKOt mice, particularly enzymes involved in FA uptake (CD36 and FATP2), shuttling of acylcarnitines into the mitochondria (CPT1, CPT2, CRAT, and CACT), and catalysis of the initial step of β-oxidation (ACADS, ACADM, ACADL, and ACADVL). In parallel, kidney content of palmitoyl-CoA, acetyl-CoA, and acetylcarnitine was substantially reduced in cKOt mice. For cells that cannot use glucose, this reduction suggests a substantial impairment in the energy production capacity. Regulation of different enzymes involved in FA metabolism by the circadian clock has been shown in several studies. To our knowledge, we present the first evidence that the circadian clock can influence the process of FA oxidation as a whole.

Our study provides what we believe to be novel insights regarding the role of the renal circadian clock in the control of intrarenal as well as systemic carnitine levels. Decreased intrarenal carnitine content in cKOt mice in parallel with decreased OCTN2 expression and increased fractional carnitine excretion in the urine suggested an impaired apical entry of carnitine in the proximal tubule rather than dysregulation of basolateral carnitine transport. Enhancement of the renal carnitine synthesis pathway does not compensate for this phenotype. OCTN2 is strongly expressed in the kidney, small intestine, heart, pancreas, and placenta, and, to a much lesser extent, in other tissues (54), suggesting that the effect of circadian clock–regulated OCTN2 expression may be, in part, tissue specific. A drop of approximately 50% in plasma carnitine observed in cKOt mice corresponds to the clinical feature of carnitine deficiency in people. To date, the carnitine deficiency phenotype was observed in the context of (a) primary carnitine deficiency resulting from inactivating mutations in *Octn2* gene, (b) secondary carnitine deficiency that may be caused by different metabolic abnormalities all ultimately leading to the loss of carnitine in the urine, and (c) patients with CKD undergoing hemodialysis and losing carnitine through the dialysis membrane (reviewed in ref. 55). In all 3 cases, clinical manifestations of carnitine deficiency do not occur until plasma carnitine levels drop to less than roughly 20% of normal values. Our study suggests that dysregulation of the renal tubular circadian clock could be an important aggravating factor or second hit in the progression of carnitine deficiency.

This data set allowed us, for what we believe to be the first time, to describe the role of the circadian clock on kidney mitochondrial function. Previous reports showed that the disruption of the circadian clock abrogated the mitochondrial dynamic and rhythmic activity in mouse liver, heart, skeletal muscle, and embryonic fibroblasts (56–61). Conversely, the deletion of *Bmal1* in the kidney, surprisingly, led to a gain of rhythmicity in mitochondrial complex II activity and protein expression.

There are 2 limitations to our study that should be considered. The first is that it included only males. The influence of sexual dimorphism on the circadian regulation of renal metabolism needs to be addressed in future studies. The second is related to the complexity of the cellular composition of the kidney with proximal tubule cells representing approximately 70% of kidney mass. Obviously, the circadian clock may have a different impact on metabolism in different renal cell types. For instance, our conclusions regarding the role of the circadian clock in regulation of carnitine homeostasis are limited to the proximal tubule, as OCTN2 expression is restricted to this tubular segment. In contrast, the NAMPT-dependent NAD^+^ salvage and β-oxidation pathways are ubiquitously distributed, thus leaving the possibility of a different (or no) role of the circadian clock in the regulation of these pathways in, e.g., the thick ascending limb or the distal nephron. It is well established that desynchrony between peripheral circadian clocks and environmental cycles can be induced by a variety of factors. Disease, medication, professional obligations (e.g., shift workers), or unhealthy lifestyle (e.g., irregular sleep and feeding rhythms) have been shown to strongly affect circadian rhythms in peripheral tissues. Thus, results of this study highlight the importance of rhythmic behavior for renal health. A lifestyle that aligns with diurnal changes in the environment could be even more important for patients with CKD, since this disease is per se characterized by a circadian disruption (62).

## Methods

### Animals.

All experiments were performed with male mice housed under 12-hour light/dark cycles with ad libitum access to drinking water and a standard laboratory chow diet (KLIBA NAFAG). Procedures used to generate *Bmal1*^lox/lox^/*Pax8-rtTA*/LC-1 Cre mouse strain (bred on the genetic background of the C57BL/6J mouse from The Jackson Laboratory) were described previously (12). Eight-week-old *Bmal1*^lox/lox^/*Pax8-rtTA*/LC-1 mice and their *Bmal1*^lox/lox^ littermate mice were treated for 2 weeks with DOX at 2 mg/mL in drinking water along with 20mg/mL sucrose to induce the Cre recombinase inactivation of the *Bmal1* (*Arntl*) gene. This model of tubular core-clock mechanism deletion has been previously described and validated (12). We did not predetermine sample sizes; instead, we selected group sizes based on contemporary work in the literature and accepted guidelines in the field (63). The investigators were not blinded during experiments.

For production of omics data sets, plasma and kidneys from control and cKOt mice were harvested 4 weeks after the end of DOX treatment and immediately stored at –80°C. Before freezing, both left and right kidneys were cut transversely into 2 approximately equal pieces. The 2 halves of the left kidney were used for transcriptomics and proteomics analyses and a half of the right kidney was used for metabolomics. Blood samples were collected from the tail and centrifuged to produce plasma samples. Before organ collection, mice were anesthetized with ketamine and xylasine and perfused with PBS through their abdominal aorta. A total of 72 mice were used; 6 control and 6 cKOt mice at each point, sacrificed at 6 different Zeitgeber time points: ZT0, ZT4, ZT8, ZT12, ZT16, and ZT20 (with ZT0 and ZT12 corresponding to times when light is switched on and off, respectively).

Details for carnitine measurements, physical activity experiments and respirometry experiments are described in the Supplemental Methods.

### Production of transcriptomics data set by RNA-Seq.

RNA from frozen half-kidneys of 72 mice were extracted and purified using RNAeasy MiniElute Spin Column (Qiagen). RNA quality was assessed on a Fragment Analyzer (Agilent Technologies). All RNAs had an RNA quality number (RQN) between 7.5 and 9.7. RNA-Seq libraries were prepared from 200 ng of total RNA with the Illumina TruSeq Stranded mRNA reagents (Illumina) using a unique dual indexing strategy and following the official protocol automated on a Sciclone liquid handling robot (PerkinElmer). Libraries were quantified by a fluorometric method (QubIT, Life Technologies) and their quality assessed on a Fragment Analyzer (Agilent Technologies). Clusters were generated with 2 nM of an equimolar pool from the resulting libraries using the Illumina HiSeq 3000/4000 SR Cluster Kit reagents. Sequencing was performed on the Illumina HiSeq 4000 using HiSeq 3000/4000 SBS Kit reagents for 150 cycles (single read). Sequencing data were demultiplexed, filtered for failed reads, and written to FASTQ files using the bcl2fastq2 conversion software (version 2.20, Illumina). Details for RNA-Seq reads mapping are described in Supplemental Methods.

### Data processing: normalization and RUV.

Further data processing was performed in R (version 4.0.3). Raw counts were transformed to counts per million (CPM), and genes with a low number of counts were filtered out according to the following rule: at least 1 sample in the whole data set had to have at least 1 CPM reads for a gene to be retained in the data set. Library sizes were then scaled using TMM normalization. Subsequently, the normalized counts were transformed to CPM values and a log_2_ transformation was applied using the R Bioconductor package edgeR (64).

The RUVs method from the R Bioconductor package RUVSeq was used to correct for unwanted variation in data (65). This R package offers a family of normalization methods that correct for complex unwanted technical effects of unknown origin or not aligned with the experimental design. They are based on the remove unwanted variation (RUV) strategy developed in (66, 67). The RUVs method, specifically, uses factor analysis on the differences between replicate groups of samples for estimating factors of unwanted variation, which can then be included in a linear model. As for parameter settings in the current analysis, the number of factors of unwanted variation estimated was 2 (k=2), and all genes in the normalized data set were used as control genes (default setting for control genes). A quality check by hierarchical clustering and by plotting of the 2 first principal components confirmed that sample clustering into replicate groups improved after applying the RUVs method with these parameters. The 2 genotypes are well separated; the time points of the light phase until the onset of darkness cluster together (ZT04, ZT08, and ZT12) as do the time points of the dark period until the light switches on (ZT16, ZT20, and ZT0). These quality control plots are provided for raw data, normalized data before RUVs treatment, and normalized data after RUVs treatment as Supplemental Figures 8–13.

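A principal component analysis was made of the logCPM values of the 60 samples after correction by RUVs with k = 2. The first component held 22.0% of the variance, and genotype accounted for a share of 0.956 of the variance along it. The highest control sample lay at -8.49 and the lowest cKOt sample at 12.3. The second component held 8.86%, and time point accounted for a share of 0.917 along it. On this component the 30 samples of ZT4, ZT8, and ZT12 lay between 3.31 and 21.8, and the 30 samples of ZT16, ZT20, and ZT0 between -17.6 and -5.57. Before the correction, the first component held 18.7% of the variance. The second then held 11.5%, with a share of 0.276 for time point, and the third 7.22%, with a share of 0.820 for time point. The values of Supplemental Table 1 that could be compared, for 819 transcripts in 46 samples, differed from the recomputed values by a median of 0.0135 with 2 factors and by 0.261 without factors.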

For the subsequent statistical analysis of rhythmic patterns using the R package *dryR*, RUVs was applied to normalized logCPM data, and the corrected data table was used as input. For differential expression analysis using the R package limma (27) (see below, section “Comparison of group means”), 2 parameters estimated by RUVs were included as covariates in the linear model, while the normalized logCPM data without RUVs correction was used as expression matrix input, as is recommended by the authors of the RUVSeq package for this type of analysis.

### Sample selection for analysis.

From 6 biological replicate samples that were available per time point and genotype, 5 were selected for further data analysis, which allowed for the removal of outliers and reduced the size of the RNA-Seq data set from 72 to 60 samples (6 time points × 2 genotypes × 5 replicates). Selection criteria were the RNA integrity number (RIN) from the Agilent Bioanalyzer system, which measures RNA quality and distance from the other replicate samples in principal component analysis (PCA) or multi-dimensional scaling (MDS) plots. Supplemental Table 8 displays decision criteria and RIN values for all 72 mice. The same 60 individual mice chosen were then also used to procure samples for proteomics and metabolomics analyses in order to have matching data sets.

### Production of proteomics data set by LC-MS.

The kidney proteomics data set has been produced using 60 half-kidney samples from control and cKOt mice sacrificed at 6 different circadian times. The 60 samples were processed in 5 batches of 12 (each time point had 6 controls and 6 cKOt mice), with each batch corresponding to a full time series for each genotype. Details for tissue extraction, trypsin digestion, sample cleanup, and fractionation and liquid chromatography–mass spectroscopy (LC-MS) analysis are described in Supplemental Methods.

### Protein identification and quantification.

Raw MS data were processed by the MaxQuant software (version 1.6.14.0) integrating the Andromeda search engine (68). The SWISSPROT mouse proteome database of September 19^th^, 2020, including validated splice variants was used (25,321 sequences), with sequences of common contaminants added. FDR filtering of both peptide spectrum matches (PSM) and protein identifications was fixed at 1%. Search parameters allowed for 2 missed cleavages and protease specificity was set to trypsin (K, R) with cleavage after prolines included. Carbamidomethyl on cysteines was set as fixed modification, and acetyl at the protein N-terminal and oxidation on methionines as variable modification. The SILAC-labeled kidneys were frozen at –80°C until time of extraction. Quantitation of individual protein intensities relative to the reference was performed by MaxQuant as described (68) and was based on the median ratio of peptides for each protein. Global normalization of total protein intensities relative to the heavy standard in each heavy:light mix (to correct for uneven mixing ratios) was also performed automatically by the software as part of the standard MaxQuant workflow for SILAC quantitation (68). Initial mass precursor tolerance was 20 ppm and was then dynamically adjusted to 5–6 ppm by MaxQuant after recalibration, and fragment mass tolerance was fixed at 0.5 Da. The MaxQuant output file proteinGroups.txt was further processed with the Perseus software (69). We used SILAC ratios normalized internally by MaxQuant for all further analyses. Proteins only identified by modified peptides, reverse hits, and known contaminants were eliminated, and all SILAC ratios were log_2_ transformed. The resulting raw table contained 6,993 protein groups.

### Data processing: imputation and RUV.

Further data processing was performed in R (version 4.1.0). The proteomics data set had 34% missing data values. Proteins with fewer than 48 out of 60 data values (3,164 features) were removed from the data set prior to statistical analysis. Also, proteins that did not have at least 2 peptides used in quantification (data column “razor+unique” < 2) were removed (272 features). The resulting filtered data table contained 3,809 features. The missing values in this filtered data table were imputed with the R package missForest with default settings (70), using a random forest trained on the available data values to predict the missing data points.

An RUV normalization was applied to the proteomics data to correct for batch effect and unwanted variation of unknown sources. All RUV correction steps described hereafter were performed with the method RUVIII from the R package ruv, which relies on replicate groups like the method RUVs that were used for RNA-Seq data. We used all features as negative control features.

We employed a hierarchical approach similar to the inter-batch correction strategy presented in (71), which was implemented in the R package hRUV and was developed for large omics data sets with batch effect. This publication introduced the concept of sequential batch correction: instead of treating a large data set all at once for batch correction, one can start with a subset of the data and correct only this, then add more and more batches sequentially for several correction rounds, allowing one to dynamically change normalization factors from round to round. The authors propose 2 tree-structured approaches (balanced and concatenating) for sequential, hierarchical merging of batches. We used a mix of the 2 types of structures in a 2-level strategy. In a first step, the data was divided into cKOt and control sample subsets and a concatenation strategy was applied to the samples from each genotype separately. There were 5 batches of 6 samples from each genotype. We started with 3 batches to create a starting data set large enough for an RUV normalization and applied RUVIII to it, then added the fourth batch and ran RUVIII again, then included the fifth batch and ran RUVIII once more. The number of factors of variation to estimate was set to k=3, k=4, and k=5, respectively, in the 3 rounds of RUVIII (number of batches that were included in each round). In a second step, we combined the corrected data from the 2 genotypes and performed RUVIII for a final correction, with k=2. We conceived this step as a data merging procedure with a simple balanced structure. As a quality control and aid in fine-tuning the details of our approach, hierarchical clustering, plots of the first 2 principal components, and RLE plots were generated and used to visually assess improvement in sample clustering and reduction in variability. After completion of this 2-level RUVIII–based normalization, the initially imputed values were removed, then reimputed using the now-normalized data. Plots of hierarchical clustering and of principal components before RUV treatment and after RUV treatment with reimputation are provided in Supplemental Figures 14–17.

### Mapping of proteins to genes.

Details are described in Supplemental Methods.

### Production of renal metabolomics data set.

Kidney and plasma metabolomics data sets have been produced using 60 half-kidney samples or 60 plasma samples, from control and cKOt mice sacrificed at 6 different circadian times. Kidney metabolomics data were produced by Metabolon, according to its standard methods (see details in Supplemental Methods). Before statistical analysis, metabolites with more than 20% missing data values across all samples were removed from the data set. The remaining missing values were imputed with the R package missForest with default parameters. Data was treated with glog2 from the R package MKmisc for variance stabilization, and, as a final processing step, data imputation with missForest was recomputed with the transformed data. The data table used for statistical analysis contained 814 metabolites.

### Production of plasma metabolomics data set.

Plasma metabolomics data were produced by Biocrates according to its standard operating procedures and state-of-the-art techniques, using the MxP Quant 500 kit (see details in Supplemental Methods). Metabolites with missing data values were removed from the data set, making data imputation unnecessary. The data table used for statistical analyses contained 332 metabolites plus a metabolite ratio (kynurenine/tryptophan).

### Respirometry.

Details for respirometry experiments are described in Supplemental Methods.

### KEGG pathway over-representation analysis.

Details are described in Supplemental Methods

### Data availability.

All RNA-Seq raw data sets generated in this work have been deposited into the Gene Expression Omnibus (GEO) database (GSE216252). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository (proteomexchange.org) with the data set identifier PXD036803 (https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PXD036803). The mass spectrometry metabolomics data (2 data sets from kidney and plasma, respectively) have been deposited to the Zenodo repository (https://zenodo.org/record/7225427#.ZBRTVhWZPap). All reagents, softwares, mouse lines, and data repository information are available in Supplemental Table 7.

### Statistics.

For differential rhythmicity analysis, analysis of rhythmic patterns was performed using the R package *dryR* (27). *dryR* performs differential rhythmicity analysis of omics data sets with 2 or more sample groups. The present study used a 2-group design (i.e., 2 genotypes: control and cKO); in this scenario, *dryR* fits 5 models to each feature and selects a model using the Bayesian information criterion (BIC). Model 1 had no rhythmicity in either group; model 2 had rhythmic genes in control mice and nonrhythmic genes in cKO (loss of rhythm); model 3 had nonrhythmic genes in control, rhythmic genes in cKO (gain of rhythm); model 4 had rhythmic genes in both groups with identical acrophase and amplitude (unaltered rhythm); model 5 had rhythmic genes in both groups with differing acrophase or amplitude between groups (altered rhythm).

For all data sets including RNA-Seq, proteomics, metabolomics in kidney, and metabolomics in plasma, preprocessed normalized data were analyzed using *dryR*’s drylm function. This function expects normally distributed data and internally uses the base R function lm for fitting the sinusoidal curves.

Internal to drylm, a model selection method, based on the BIC, is employed to determine the best-fitting model for each feature. Starting from the BICs from all 5 models, Schwartz weights (BICW) are calculated for the models, and the one with the greatest BICW is retained. The BICWs give an indication of how well a model’s BIC is distinguished from the lowest BIC among the 5 models. The 5 BICWs are used as a measure of confidence in the model that was selected for a particular feature. A threshold can be applied to the BICWs to separate out features with low-confidence model assignment. In the present study, features with BICW of less than 0.65 for the best-fitting model were considered not classifiable (“ambiguous” model). Details for comparison of group means are described in Supplemental Methods. Comparisons of more than 2 means were performed by 2-way ANOVA and Šidák’s multiple comparison posthoc tests or by using 2-tailed multiple *t* tests and the FDR approach of *P* value correction.

### Study approval.

Experiments with animals were performed in accordance with the Swiss guidelines for animal care, which conform to the NIH animal care guidelines and approved by Swiss cantonal (Canton de Vaud) and federal veterinary authorities (authorization #3488 to DF).

## Author contributions

YB, FG, FA, and DF conceptualized the project. YB, CA, GC, FD, and SL performed the experiments. LW, LG, MQ, SP, MI, BDW, and MW curated the data and performed the formal analysis. FG and DF acquired funding for the project. DF wrote the original draft of the manuscript. YB, LW, FG, BDW, MW, SL, FA, and DF reviewed and edited the manuscript. The order of the co–first authors was decided based on scientific contribution to the paper. All authors reviewed and approved the final version of the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

Supplemental table 6

Supplemental table 7

Supplemental table 8

## Figures and Tables

**Figure 1:**
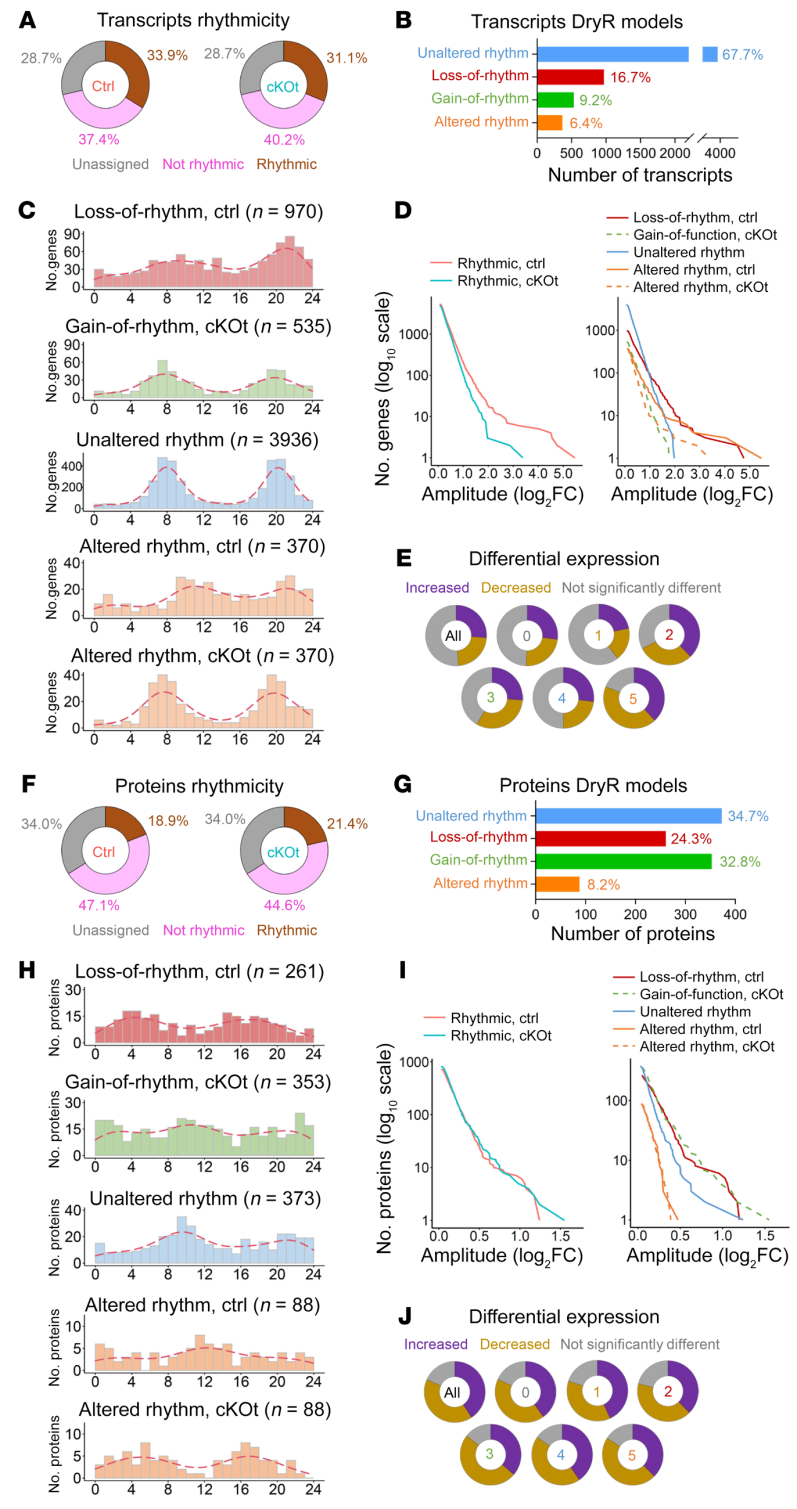
Alterations of renal transcriptome and renal proteome in cKOt mice. (**A**) Donut charts showing the percentage of rhythmic, nonrhythmic and unassigned renal transcripts in control (Ctrl) and cKOt mice. (**B**) Histogram showing the number and percentage of renal rhythmic transcripts assigned to *dryR* rhythmicity models. (**C**) Histogram showing the acrophase distribution of renal transcripts assigned to *dryR* rhythmicity models 2, 3, 4, and 5. Red dashed lines: kernel density estimates. (**D**) Cumulative number of renal transcripts assigned in the indicated rhythmicity pattern in function of amplitude. (**E**) Donut charts showing the proportion of renal transcripts displaying a differential mean expression according to limma R package (72) in Ctrl versus cKOt mice for each *dryR* rhythmicity model. (**F**) Donut charts showing the percentage of rhythmic, not rhythmic, and unassigned renal proteins in Ctrl and cKOt mice. (**G**) Histogram showing the number and percentage of renal rhythmic proteins assigned to dryR rhythmicity models. (**H**) Histogram showing the acrophase distribution of renal proteins assigned to *dryR* rhythmicity models 2, 3, 4, and 5. Red dashed lines: kernel density estimates. (**I**) Cumulative number of renal proteins assigned in the indicated rhythmicity pattern in function of amplitude. (**J**) Donut charts showing the proportion of renal proteins displaying a differential mean expression according to limma R package in control (Ctrl) versus cKOt mice for each *dryR* rhythmicity model.

**Figure 2:**
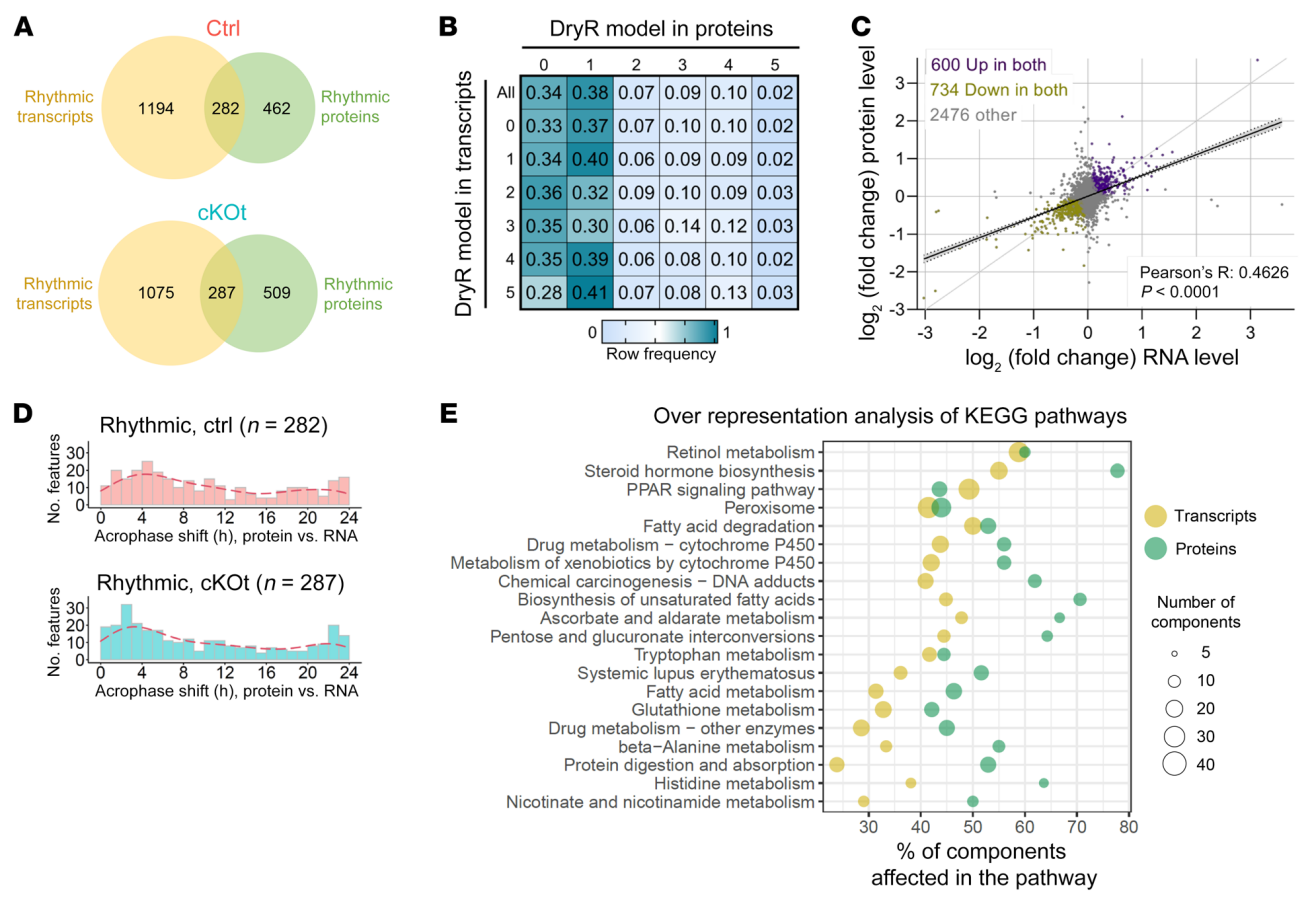
Comparison of changes observed in renal transcriptome and proteome. (**A**) Venn diagram showing the number of rhythmic transcripts and proteins among all detected pairs in control (Ctrl) and cKOt mice. (**B**) Table showing the frequency of transcripts and proteins pairs falling in the same *dryR* rhythmicity model. (**C**) Scatter plot and regression line with 95% confidence intervals of log_2_ fold changes in mean expression between Ctrl and cKOt mice at transcriptional (x axis) and protein (y axis) levels. (**D**) Histogram showing the distribution of the acrophase shift between transcripts and proteins in Ctrl (upper panel) or cKOt (lower panel) mice. Red dashed lines: kernel density estimates. (**E**) Scatter plot of all KEGG metabolic pathways significantly altered (*P*_adj_ < 0.25) in both transcriptomic and proteomic renal data sets. Results are based on over representation analyses (ORA) of transcripts or proteins showing a significantly altered mean expression (*P*_adj_ < 0.05 obtained with limma R package) with an absolute fold change > 1.2. The size of each dot depends on the number of transcripts or proteins, or components, of the pathway significantly affected in cKOt mice. Pathways are sorted from the lower to the higher value obtained by multiplication of *P*_adj_ of both data sets.

**Figure 3:**
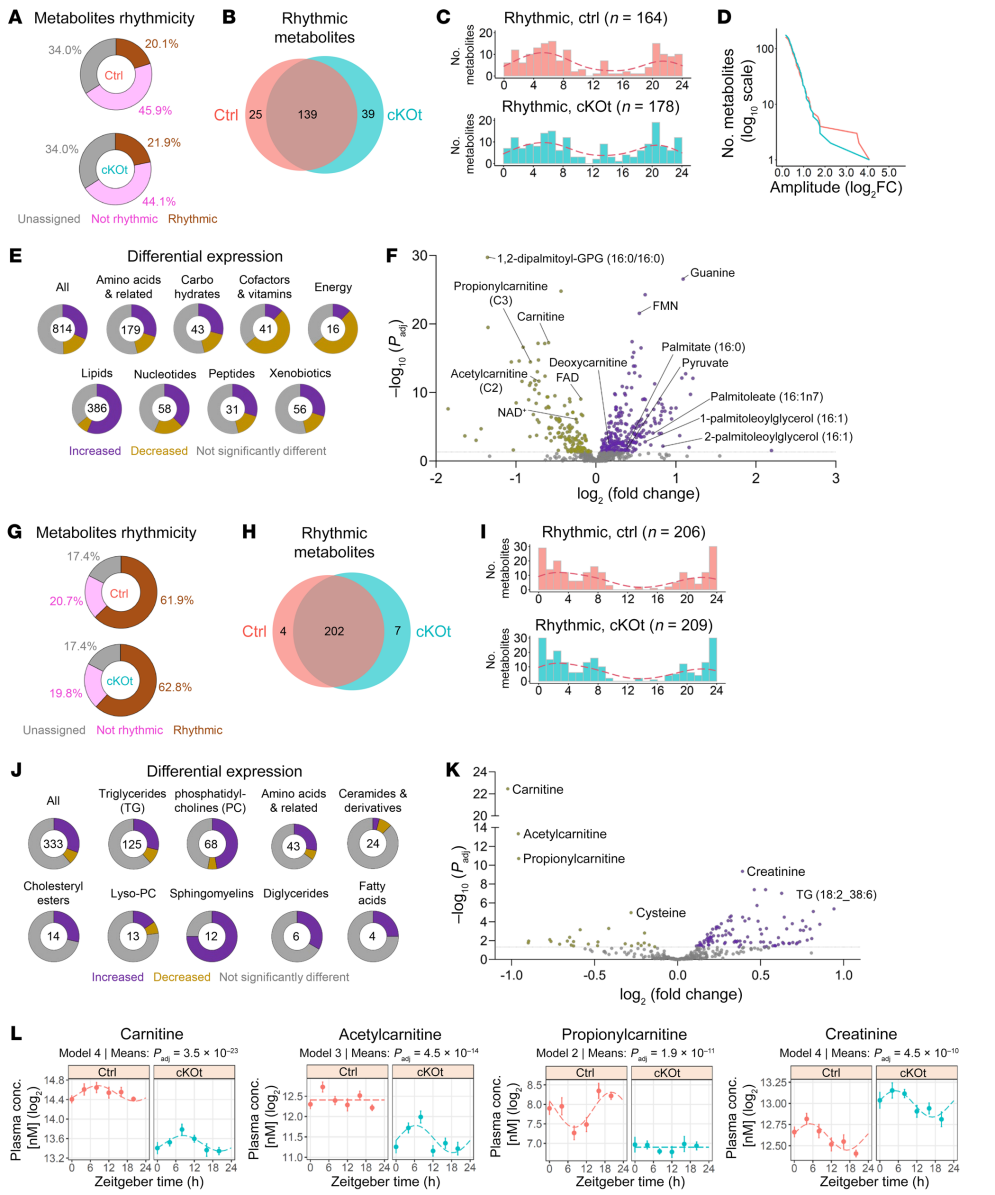
Alterations of renal and plasma metabolomes in cKOt mice. (**A**) Donut charts showing the percentage of rhythmic, nonrhythmic, and unassigned renal metabolites in control (Ctrl) and cKOt mice. (**B**) Venn diagram showing the number of rhythmic metabolites in kidneys of Ctrl and cKOt mice. (**C**) Histogram showing the acrophase distribution of rhythmic metabolites in kidneys of Ctrl and cKOt mice. Red dashed lines: kernel density estimates. (**D**) Cumulative number of rhythmic metabolites in Ctrl and cKOt mice in function of amplitude. (**E**) Donut charts showing the proportion of renal metabolites showing an increased, decreased, or not significantly altered mean level according to limma R package in cKOt versus Ctrl mice for each class of metabolites. (**F**) Volcano plot depicting metabolites significantly (*P*_adj_ < 0.05) more abundant (purple dots) or less abundant (yellow dots) in kidneys of cKOt mice compared with Ctrl mice. (**G**) Donut charts showing the percentage of rhythmic, nonrhythmic, and unassigned plasma metabolites in Ctrl and cKOt mice. (**H**) Venn diagram showing the number of rhythmic metabolites in plasma of Ctrl and cKOt mice. (**I**) Histogram showing the acrophase distribution of rhythmic metabolites in plasma samples of Ctrl and cKOt mice. Red dashed lines: kernel density estimates. (**J**) Volcano plot depicting metabolites significantly (*P*_adj_ < 0.05) more abundant (purple dots) or less abundant (yellow dots) in the plasma of cKOt mice compared with Ctrl mice. (**K**) Donut charts showing the proportion of plasma metabolites showing an increased, decreased, or not significantly altered mean level according to limma R package in cKOt versus Ctrl mice for each class of metabolite. (**L**) Temporal plots showing the plasma concentration, *dryR* rhythmicity model, and limma R package result of mean expression comparison between Ctrl and cKOt mice for carnitine, acetylcarnitine, propionylcarnitine, and creatinine in plasma metabolomes of Ctrl and cKOt mice.

**Figure 4:**
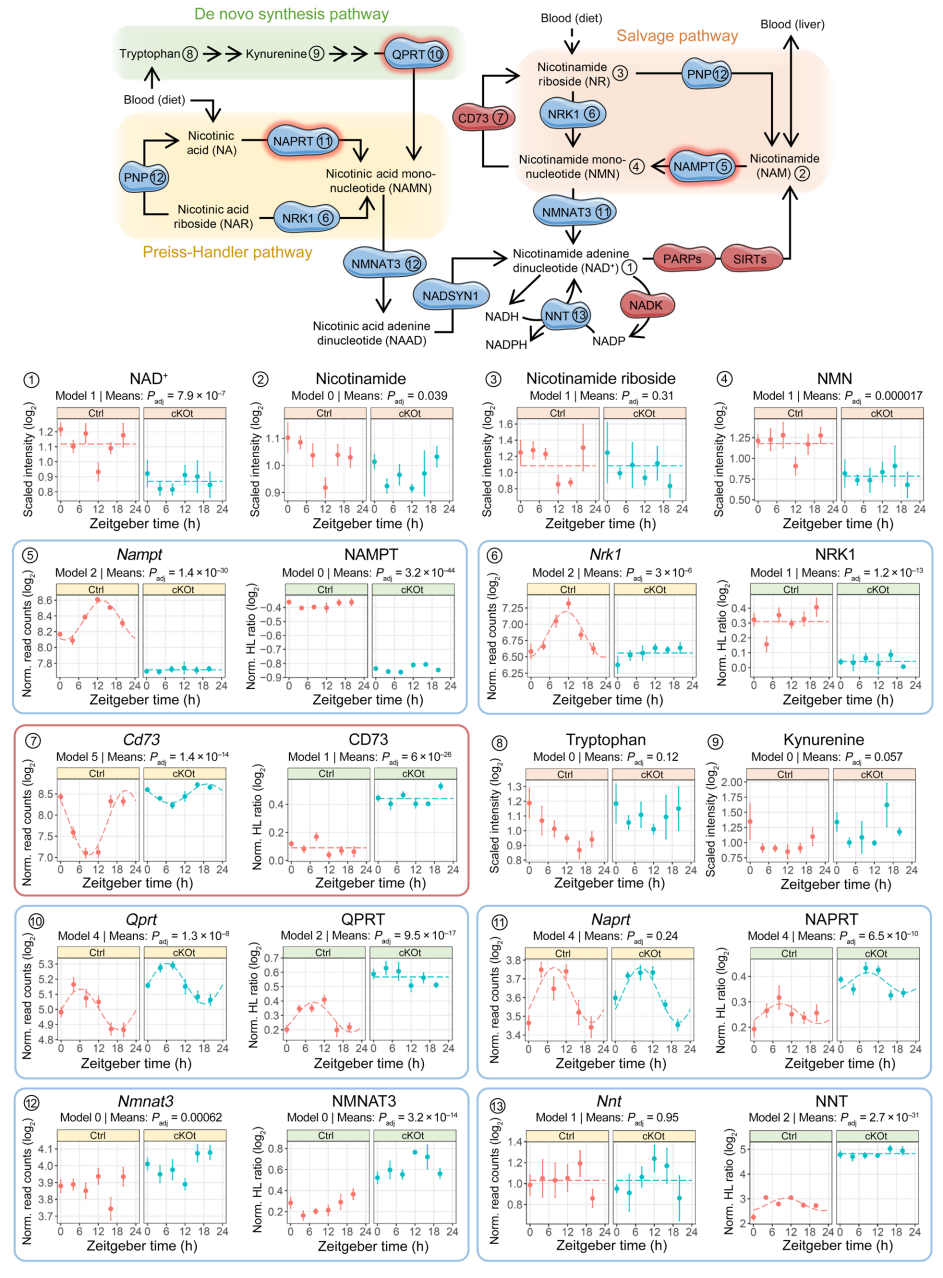
Alteration of renal NAD^+^ metabolism in cKOt mice. Schematic of the NAD^+^ metabolism depicting enzymes and metabolites involved in NAD^+^ synthesis from NAM, NAM riboside, nicotinic acid, and tryptophan (upper part). Enzymes in blue are involved in NAD^+^ synthesis, while enzymes in red are NAD^+^-consuming. Enzymes surrounded with red are rate limiting. Numbers link components of the pathway to temporal plots depicted in the lower part of the Figure. Temporal plots of major renal metabolites (peach), transcripts (yellow), and proteins (green) involved in NAD^+^ metabolism detected in renal transcriptomic, proteomic or metabolomic data sets in control (Ctrl) and cKOt mice. On each plot are mentioned the rhythmicity model and *P*_adj_ obtained, respectively, from the *dryR* comparison of rhythmicity patterns and the limma R package mean expressions comparison in Ctrl and cKOt mice. CD73, cluster of differentiation 73 also known as ecto-5′-nucleotidase; NADK, NAD^+^ kinase; NADSYN1, glutamine-dependent NAD^+^ Synthetase; NAMPT, nicotinamide phosphoribosyltransferase; NAPRT, nicotinate phosphoribosyltransferase; NMNAT3, nicotinamide nucleotide adenylyltransferase isoform 3; NNT, NADP transhydrogenase; NRK1, nicotinamide riboside kinase 1; PARPs, poly(ADP-ribose) polymerases; PNP, purine nucleoside phosphorylase; QPRT, quinolinate phosphoribosyltransferase; SIRTs, sirtuins.

**Figure 5:**
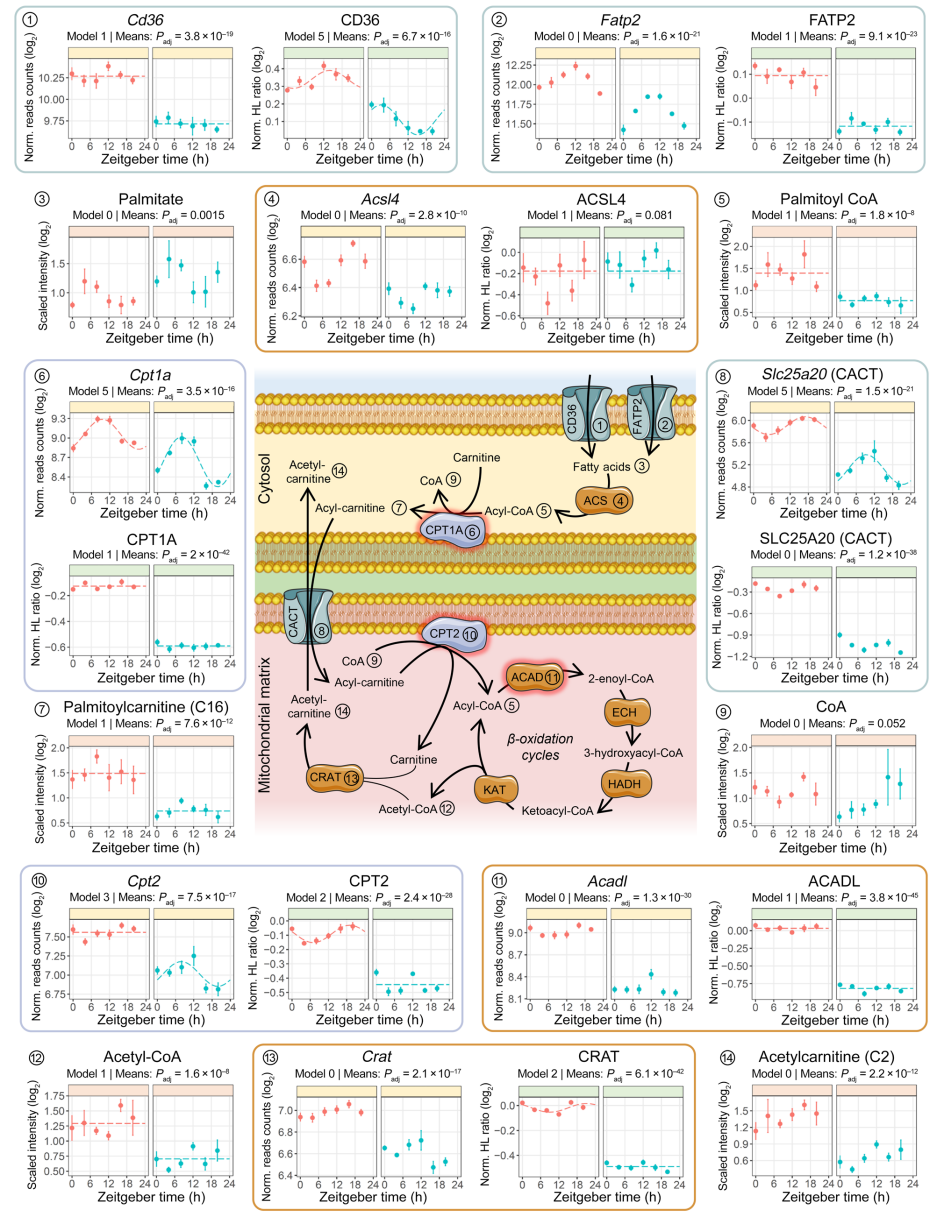
Alterations of renal fatty acid metabolism in cKOt mice. Schematic (center) and temporal plots (edges) of FA metabolism depicting major renal metabolites (peach), transcripts (yellow), and proteins (green) involved in FA entry and activation, acyl-carnitine shuttle into mitochondria, and acyl-CoA β-oxidation. Proteins surrounded with red are rate limiting. Numbers link components of the schematic to temporal plots. Rhythmicity model and *P*_adj_ obtained, respectively, from the DryR comparison of rhythmicity pattern and limma R package mean expressions comparison in Ctrl and cKOt mice are mentioned in each plot. ACADL, acyl-coenzyme A dehydrogenase, long chain; ACSL4, acyl-CoA synthetase long chain family member 4; CACT, mitochondrial carnitine/acylcarnitine carrier protein; CD36, cluster of differentiation 36 also known as fatty acid translocase (FAT); CPT1A, Carnitine palmitoyltransferase 1A; CPT2, carnitine palmitoyltransferase 2; CRAT, carnitine O-acetyltransferase; FATP2, fatty acid transport protein 2.

**Figure 6:**
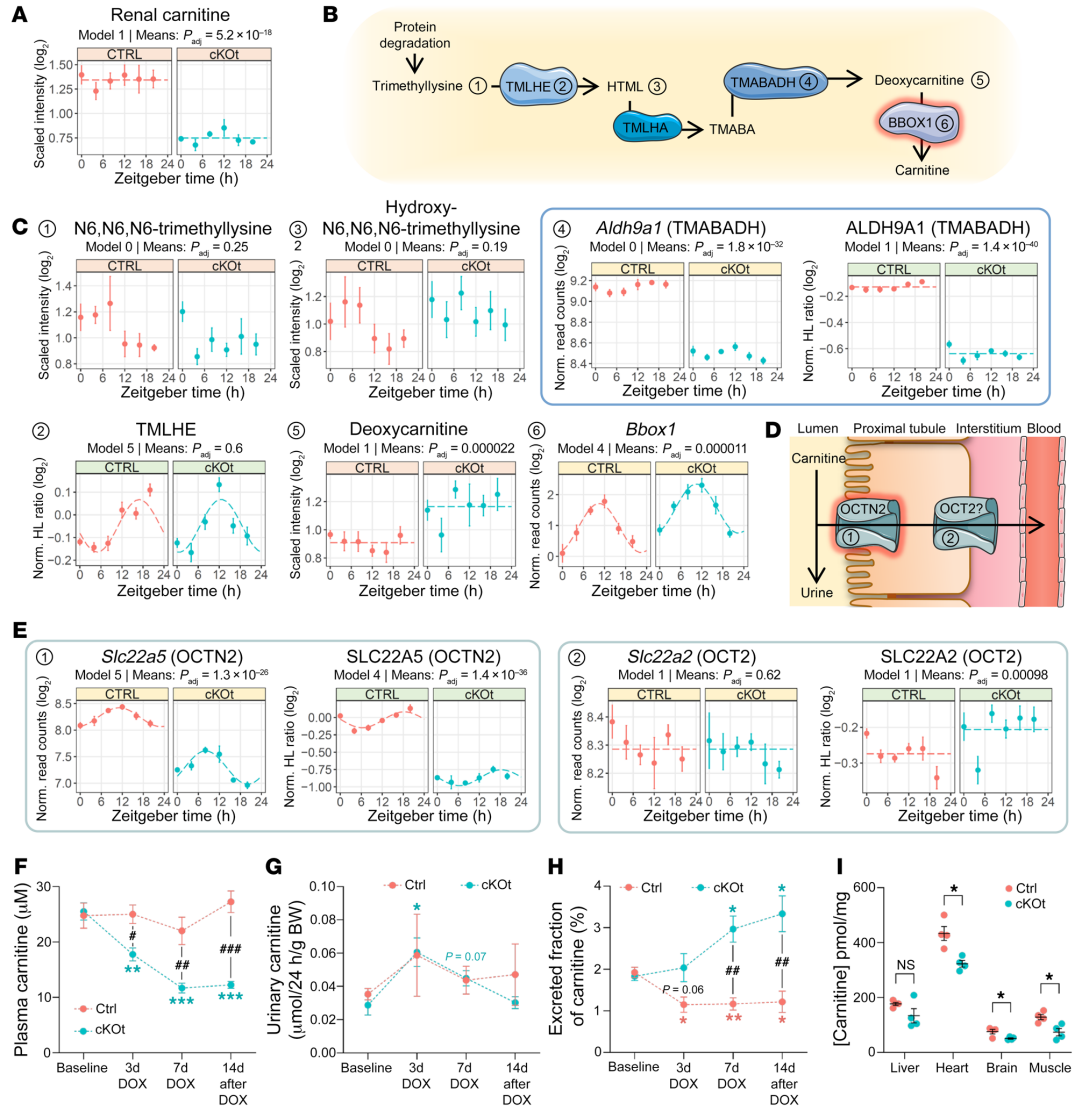
Carnitine metabolism and renal handling in cKOt mice. (**A**) Temporal plot showing the renal carnitine content in Ctrl and cKOt mice. (**B**) Schematic of renal carnitine synthesis pathway where BBOX1 (surrounded with red) is the rate limiting enzyme. (**C**) Temporal plots of major renal metabolites (peach), transcripts (yellow) and proteins (green) involved in carnitine synthesis detected in kidneys of Ctrl and cKOt mice. (**D**) Schematic of renal carnitine handling in proximal tubules: OCTN2 (SLC22A5) transporter (surrounded in red) is rate limiting for apical reabsorption of filtered carnitine. (**E**) Temporal plots showing the relative expression of renal carnitine transporters in kidneys of Ctrl and cKOt mice. Numbers link components of **B** to temporal plots. (**F**–**H**) Carnitine concentrations in plasma (**F**) or urine (**G**) and carnitine-excreted fraction (**H**) in Ctrl and cKOt mice before DOX treatment (baseline), 3 or 7 days after the beginning of the DOX treatment (3d or 7d DOX), and 2 weeks after the end of DOX treatment (14d post-DOX). (**I**) Carnitine content in liver, brain, skeletal muscle (right rectus femoris), and heart of Ctrl and cKOt mice 4 weeks after the end of DOX treatment. Throughout the Figure, the rhythmicity model obtained from *dryR* and *P*_adj_ value obtained from limma mean expressions comparison in Ctrl and cKOt mice are mentioned on temporal plots. Results in panels **F** to **I** are mean ± SEM (*n*= 4 in each genotype) determined by 2-way ANOVA and Sidak’s multiple comparison posthoc tests. OCT2, organic cation transporter 2 (OCT2); BBOX1, γ-butyrobetaine hydroxylase 1; HTML, hydroxytrimethyllysine; OCTN2, organic cation transporter novel family member 2 (SLC22A5); TMABA, trimethylaminobutyraldehyde; TMABADH, trimethylaminobutyraldehyde dehydrogenase; TMLHA, hydroxyl-trimethyl-lysine aldolase; TMLHE, trimethyl-lysine hydrolase ϵ.

**Figure 7:**
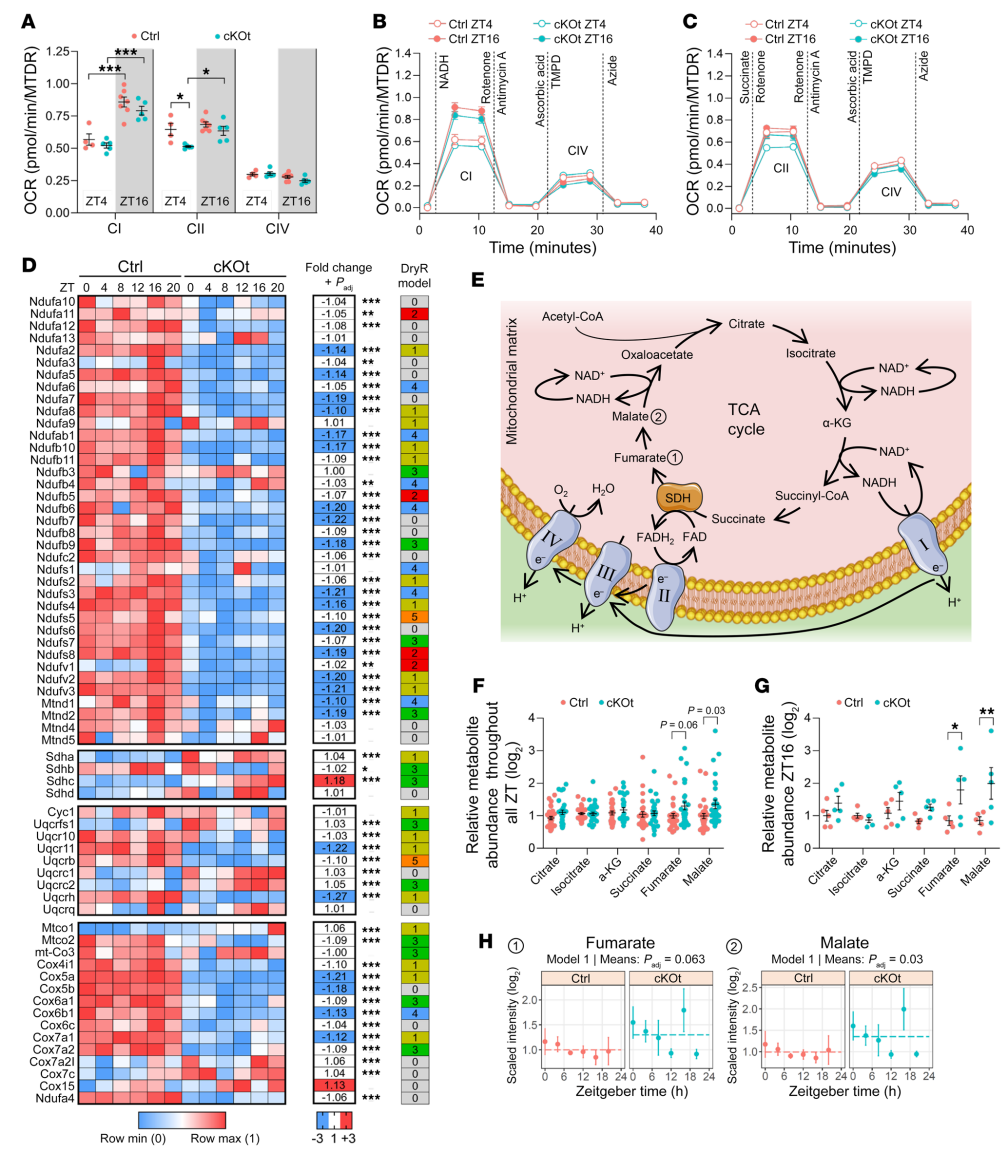
Mitochondrial activity in Ctrl and cKOt mice. (**A**–**C**) Oxygen consumption rates (OCR) of mitochondrial respiratory chain complexes I (CI), II (CII) or IV (CIV) in the kidneys of Ctrl and cKOt mice at ZT4 and ZT16. In **A**, data are presented as individual values, with mean ± SEM determined by 2-way ANOVA and Sidak’s multiple comparison posthoc tests. In **B** and **C**, data are resented as mean ± SEM and vertical dashed lines depict time-points of metabolic substrates injection during OCR measurement. (**D**) Heatmaps showing the relative expression and the fold change in mean expression of proteins forming CI to CIV complexes in the kidneys of Ctrl and cKOt mice. Statistics determined by limma comparison at 6 circadian time-points. Fold changes ≥ 1.10 are depicted in blue or red. Rhythmicity models are shown to the right of the heatmap. (**E**) Schematic of the Tricarboxylic acid (TCA) cycle and electron transport chain in mitochondrial matrix. Numbers are related to plots in **H**. (**F** and **G**) Plots showing the relative abundance of major TCA cycle metabolites at 6 circadian time points (**F**) or at ZT16 (**G**) in kidneys of Ctrl and cKOt mice. Data are individual values with mean ± SEM. In **F**, means were compared using limma and *P*_adj_ < 0.1 are shown. In **G**, means were compared using 2-tailed multiple *t* tests and resulting *P* values were corrected using the FDR approach (2-stage Step-up method of Benjamini, Krieger and Yekutieli). (**H**) Temporal plots of fumarate and malate abundance with corresponding rhythmicity model and *P*_adj_ from *dryR* and limma comparisons in kidneys of Ctrl and cKOt mice. SDH, Succinate dehydrogenase. *P < 0.05; **P < 0.001; ***P < 0.0001.

# Supplementary material for: Multiomics reveals multilevel control of renal and systemic metabolism by the renal tubular circadian clock
**Source:** J Clin Invest. 2023 Apr 17;133(8):e167133. doi: 10.1172/JCI167133
**Supplement:** Supplemental table 7

SUPPLEMENTARY TABLE 7. KEY RESOURCES TABLE

| REAGENT<br>RESOURCE                                                           | or      | SOURCE                                                                                  | IDENTIFIER                         |
|-------------------------------------------------------------------------------|---------|-----------------------------------------------------------------------------------------|------------------------------------|
| <b>Experimental models : Organisms/Strains</b>                                |         |                                                                                         |                                    |
| C57Bl/6                                                                       |         | Charles River                                                                           | 027                                |
| B6.129S4(Cg)-<br>Arntl <sup>tm1</sup> Weit/J<br>(Bmal1 <sup>flox/flox</sup> ) |         | The Jackson Laboratory                                                                  | #:007668                           |
| LC1-Cre                                                                       |         | (1)                                                                                     | N/A                                |
| Pax8-rtTA                                                                     |         | (1)                                                                                     | N/A                                |
| Bmal1 <sup>flox/flox</sup><br>Pax8-rtTA                                       | LC1-Cre | This paper                                                                              |                                    |
| <b>Reagents</b>                                                               |         |                                                                                         |                                    |
| Phosphate Buffer 10X pH 7.4                                                   |         | Gibco                                                                                   | 70011-044                          |
| Doxycycline Hyclate                                                           |         | Applchem                                                                                | A2951                              |
| Standard diet                                                                 |         | Kliba-Nafag                                                                             | 3242                               |
|                                                                               |         |                                                                                         |                                    |
| <b>Data</b>                                                                   |         |                                                                                         |                                    |
| RNA-seq data                                                                  |         | This paper                                                                              | GSE216252                          |
| Proteomics data                                                               |         | This paper                                                                              | PXD036803<br>(Proteomexchange.org) |
| Metabolomics data                                                             |         | This paper                                                                              | doi:<br>10.5281/zenodo.7225427     |
| <b>Softwares and Algorithms</b>                                               |         |                                                                                         |                                    |
| GraphPad Prism                                                                |         | GraphPad Software, LCC                                                                  | v9.4.0                             |
| Xcalibur                                                                      |         | ThermoFisher Scientific                                                                 | v4.2                               |
| MaxQuant                                                                      |         | Max-Planck-Institute of Biochemistry                                                    | v1.6.14.0                          |
| Perseus                                                                       |         | (2)                                                                                     | 1.6.5.0                            |
| IMOD                                                                          |         | Electron microscopy facility University of Lausanne                                     | v4.10.35                           |
| bcl2fastq2                                                                    |         | Illumina, Inc.                                                                          | v2.20                              |
| Cutadapt                                                                      |         | <a href="https://doi.org/10.14806/ej.17.1.200">https://doi.org/10.14806/ej.17.1.200</a> | v1.8                               |
| fastq_screen                                                                  |         | (3)                                                                                     | v0.11.1                            |
| reaper                                                                        |         | (3)                                                                                     | v15-065                            |
| STAR                                                                          |         | (4)                                                                                     | v2.5.3a                            |

|                                              |                                                                                                              |                |
|----------------------------------------------|--------------------------------------------------------------------------------------------------------------|----------------|
| htseq-count                                  | (4)                                                                                                          | v0.9.1         |
| R                                            | <a href="https://www.r-project.org/">https://www.r-project.org/</a>                                          | v4.0.3, v4.1.0 |
| Bioconductor (R packages for bioinformatics) | <a href="https://bioconductor.org/">https://bioconductor.org/</a> , (5)                                      | v3.12, v3.13   |
| dryR                                         | (6)<br><a href="https://github.com/naef-lab/dryR">https://github.com/naef-lab/dryR</a>                       | v1.0.0         |
| edgeR                                        | (7) <a href="https://doi.org/10.18129/B9.bioc.edgeR">https://doi.org/10.18129/B9.bioc.edgeR</a>              |                |
| STAR                                         | (8)<br><a href="https://code.google.com/archive/p/rna-star/">https://code.google.com/archive/p/rna-star/</a> | v. 2.5.3a      |

1. Traykova-Brauch M, Schonig K, Greiner O, Miloud T, Jauch A, Bode M, et al. An efficient and versatile system for acute and chronic modulation of renal tubular function in transgenic mice. *Nat Med*. 2008;14(9):979-84.
2. Tyanova S, Temu T, Sinitcyn P, Carlson A, Hein MY, Geiger T, et al. The Perseus computational platform for comprehensive analysis of (prote)omics data. *Nat Methods*. 2016;13(9):731-40.
3. Wingett SW, and Andrews S. FastQ Screen: A tool for multi-genome mapping and quality control. *F1000Res*. 2018;7:1338.
4. Davis MP, van Dongen S, Abreu-Goodger C, Bartonicek N, and Enright AJ. Kraken: a set of tools for quality control and analysis of high-throughput sequence data. *Methods (San Diego, Calif)*. 2013;63(1):41-9.
5. Huber W, Carey VJ, Gentleman R, Anders S, Carlson M, Carvalho BS, et al. Orchestrating high-throughput genomic analysis with Bioconductor. *Nat Methods*. 2015;12(2):115-21.
6. Weger BD, Gobet C, David FPA, Atger F, Martin E, Phillips NE, et al. Systematic analysis of differential rhythmic liver gene expression mediated by the circadian clock and feeding rhythms. *Proc Natl Acad Sci U S A*. 2021;118(3).
7. Robinson MD, McCarthy DJ, and Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics*. 2010;26(1):139-40.
8. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics*. 2013;29(1):15-21.

How the deposited data were processed for this re-analysis (not part of the article)

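RNA sequencing of the kidneys of 60 mice was analysed, with 5 mice of each of 2 genotypes (control and cKOt) at each of 6 time points 4 h apart. The counts of reads per Ensembl gene were made by the authors, who aligned single reads from stranded poly(A) libraries with STAR and counted them with htseq-count before depositing them. Values are whole numbers of reads per gene, without normalization, filtering, or pooling of replicates. The lines of the counting program that do not belong to genes were left out. The paper describes the mapping of reads in its Supplemental Methods, which were not used here. Gene symbols and positions were taken from GENCODE mouse release 21 on GRCm38, which gave a symbol to 55154 of the gene IDs and to 15538 of the 15546 retained ones.

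Genotype, time point, and replicate number of each sample were taken from its label. RNA integrity number (RIN) and library batch were read from Supplemental Table 8. RIN ranged from 7.9 to 9.6. The 6 batches held from 9 to 12 samples, with both genotypes in each. At 17791420 to 20906706 counts on genes per sample (median 18545208.5), transcripts near the minimum expression are measured with few counts, and their counts are given where they are named. Of the reads, 5.19% to 7.87% fell outside genes and 0.708% to 0.927% were ambiguous. The 10 highest genes took 12.6% to 17.3% of the counts. TMM factors ranged from 0.908 to 1.07, and 20687 to 21767 genes had counts in a sample. Of 120 pairs of replicates, none was identical, and the lowest ratio of their squared differences to Poisson sampling noise was 6.04.

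Differences in mean expression were tested with edgeR (version 4.0.16) in R (version 4.3.3), using TMM library sizes, a group for each genotype and time point, 2 RUVs factors as covariates, and the quasi-likelihood F test. The contrast was the mean over 6 time points of cKOt against control mice. A second F test on the same fit asked whether the difference varied between time points. The p values were adjusted by the method of Benjamini and Hochberg over all retained genes, with a threshold of 0.05. RUVs was computed from logCPM values with a prior count of 2, with the mice of each group as replicates. For rhythms, linear models with a period of 24 h were fitted to the corrected logCPM values, and the 5 models of dryR were weighed by the Bayesian information criterion (BIC). A transcript was assigned at a BIC weight of at least 0.65. RUVs and the model selection of dryR were written anew, because the packages were not installed. With 2 factors, the corrected values differed least from those of Supplemental Table 1. Log2 fold changes are given with their standard error, and group values with their SD.

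The genes named in the text were set by a rule. They are the genes that the paper names in NAD, fatty acid, PPAR, and carnitine metabolism, the target gene, core clock genes, and genes of complex II and of sirtuins. The 5 largest increases and 5 largest decreases with a mean of at least 1 CPM and the same direction at all 6 time points were added, as was the largest amplitude of each of models 2, 3, 4, and 5. The symbol Tmlhe was not matched and is not analysed here, and some genes that the rule or a test covers are not reported here. Lists of sex-biased kidney transcripts and of markers of proximal tubule, thick ascending limb, distal convoluted tubule, collecting duct, podocyte, endothelium, fibroblast, macrophage with MHC class II, B cell, T cell, and injury were tested with fry of limma (version 3.58.1). The sex-biased lists were written after reading supplementary pathway tables that name some of their members. Lists of haemoglobin, immunoglobulin constant region, and liver-secreted transcripts were added after the data had been seen.

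The choices of the analysis and its alternatives were fixed before the data were examined. Alternatives were DESeq2 size factors, the Wald test of DESeq2 (version 1.42.0), limma-trend as in the methods of the paper, no filter, filterByExpr, no RUVs factors, 1 RUVs factor for the rhythms, the batch in place of RUVs, the replicate number as a block, other BIC weights (0.5 and 0.8), an added fold change of 1.2, the fits without a sample marked in Supplemental Table 8, and leaving out each replicate number in turn. Replicate numbers do not pair the mice. The mean correlation of residuals was 0.0043 over 330 pairs of samples of different groups with the same number and -0.0010 over 1320 pairs with different numbers. For samples of the same batch it was 0.036 over 270 pairs, against -0.0070 over 1380 pairs of different batches. Numbers of transcripts were compared with those of 50 splits in which genotypes were exchanged within time points and 100 in which time points were exchanged within genotypes, with the real arrangement included in each. RUVs was computed anew in each arrangement.

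The procedure was tested on simulated data drawn from a negative binomial distribution at the library sizes and gene means of the real samples, with 2 factors of unwanted variation and 200 genes of each kind. The simulated log2 fold change was 1 and the simulated amplitude 1.5 from peak to trough, larger than most of the real ones, in genes above 5 CPM, so the rates of recovery hold for effects of that kind. All 200 changed genes were called with the right sign, and 10 of 14054 unchanged genes were called. For the interaction, 35 of 14054 unchanged genes were called. Models 2, 3, 4, and 5 were recovered for 183, 186, 194, and 200 of 200 genes, and 357 of 14054 arrhythmic genes (2.54%) were given a rhythmic model. Simulated model 5 genes had opposite peaks and equal amplitudes in the genotypes, whereas the real median shift was 3.96 h. Their recovery therefore says little about smaller shifts. All simulated genes shared a single dispersion, and 200 changed in mean, against 7778 called in the real samples. Proteins, metabolites, and the other mice and tissues of the paper are not analysed here.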

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

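The tests of the expression of Vmn1r32, of the 5 largest increases, of the fibrinogen transcripts, and of the depth of single samples were chosen only after the result was seen.

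Single samples lay far from the other 4 of their group in 8 of 84 groups of 5, where chance alone gives 4.2. The measure was the gap to the nearest sample divided by the range of the group, compared with Dixon's 95% critical value, for total counts and 6 transcripts. Total counts gave 0.909 in control mice at ZT12 (19190706 against 18145854 to 18240675) and 0.748 in cKOt mice at ZT12 (18164177 against 18940782 to 19202421). Arntl gave 0.769 in control mice at ZT8 (4.17 against 2.12 to 2.59 CPM) and 0.889 in control mice at ZT12 (5.51 against 1.93 to 2.32 CPM). Nampt gave 0.767 in cKOt mice at ZT4 (194 against 153 to 163 CPM), and Ppard gave 0.766 in cKOt mice at ZT20 (185 against 91.7 to 114 CPM). Slc22a5 gave 0.731 in control mice at ZT0 (310.0 against 242 to 260.1 CPM) and 0.987 in cKOt mice at ZT16 (137 against 124.1 to 124.3 CPM). In that last group the other 4 mice differed by very little, so the ratio is high although the sample is close in CPM. For the 6 samples far in CPM, the largest ratio of total counts to the median of the other mice of the group was 1.12, which decides nothing about depth because CPM are already scaled for it. Over all transcripts, 5 of these 8 samples were closest to the other mice of their own group, against 37 of the other 52 samples, and all 60 were closest to a group of their own genotype. Of the other 3, the cKOt mouse at ZT4 was closest to cKOt mice at ZT12, the cKOt mouse at ZT12 to those at ZT4, and the cKOt mouse at ZT20 to those at ZT16. An exchange of the first 2 cannot be told apart from biological variation, because samples that were not far from their group were closest to another time point as well. It cannot be told apart from unwanted variation either, since closeness was computed on values without correction by RUVs. These 2 samples had the highest values of the first RUVs factor of all 60, 0.042 for the mouse at ZT4 and -0.075 for that at ZT12. No biological explanation was tested.

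The genotype difference varied between time points, by the interaction test of edgeR, for 24 of 73 named transcripts. Among clock genes the adjusted p was 4.86e-16 for Arntl, 1.81e-15 for Npas2, 5.08e-07 for Per2, 3.66e-07 for Per3, 1.66e-18 for Cry1, 2.81e-11 for Cry2, 0.000108 for Nr1d1, and 0.0419 for Nr1d2. It was 2.13e-10 for Dbp, 2.08e-09 for Tef, 0.000479 for Hlf, 2.20e-06 for Nfil3, and 0.000128 for Ciart. In NAD metabolism it was 8.29e-05 for Nampt, 0.0445 for Nmrk1, 4.57e-06 for Nt5e, and 0.000362 for Pnp. In fatty acid metabolism it was 1.79e-10 for Acsl1, 0.00709 for Cpt1a, 0.00186 for Slc25a20, and 0.0123 for Cpt2. The others were Ppara (0.0458), Ppard (2.25e-06), and Angptl7 (0.0242). Without RUVs factors 21 of the 24 stayed below the threshold, and those that did not were Nr1d2 (0.106), Nmrk1 (0.118), and Ppara (0.0729). With the batch in the model 21 of the 24 stayed below it as well, without Nr1d2 (0.144), Nmrk1 (0.147), and Cpt2 (0.0547). The factors and the batch are thereby argued against as the whole cause, except for these 4 transcripts. The time of day is part of the design, and a rhythm lost or altered in cKOt mice is a candidate explanation for the others.

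Outside the genes that the paper discusses, the 5 largest increases in cKOt mice were those of Vmn1r32, Fhad1, Slc7a12, Aqp8, and Fgg. Vmn1r32 was at least 29.2-fold higher, because no control sample had more than 2 counts, and the others had log2 fold changes of 4.79 for Fhad1, 4.60 for Slc7a12, 3.63 for Aqp8, and 3.61 for Fgg. For each of the 5, 30 of 30 cKOt samples lay above every control sample, which a mislabelled sample would have broken. With the batch in place of RUVs factors the smallest of the 5 log2 fold changes was 3.61, so the batch is argued against. A response of the kidney to the loss of Bmal1 remains a candidate explanation for Fhad1, Slc7a12, Aqp8, and Fgg, found and tested on the same data.

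Vmn1r32 lies on chromosome 6 from 66552180 to 66560096. All 30 cKOt samples had more than 3 counts, from 61 to 172 each (4.91 ± 1.31 CPM, SD, n = 30), and none of the 30 control samples did, so mislabelled samples are argued against. Reads of paralogs are argued against as well, since 326 other Vmn1r genes together had at most 56 counts in a cKOt sample, with a median of 35.5 against 36 in control samples. DNA carried along with the transgenes could act on a gene nearby. The 9 retained genes within 1 Mb had a median absolute log2 fold change of 0.088, which does not decide the question, since such an effect need not reach every gene nearby. An effect of such DNA on Vmn1r32 and an effect of Bmal1 cannot be told apart, because every cKOt mouse carries the transgenes.

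Fgg rose together with Fga (log2 fold change 2.40) and Fgb (2.41), which together encode fibrinogen. RNA from liver is argued against, because it would bring its most abundant transcripts, and Alb had a log2 fold change of -2.93. The liver-secreted list decides nothing beyond Alb. Of its 6 transcripts 5 were tested, with a median log2 fold change of 0.039, and Apoa2 was higher (0.37). The rotation test gave p = 1.00e-06 toward lower expression (n = 30 per genotype), while Alb was the only member with a negative log2 fold change. No other biological explanation was tested.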

How the results depend on the processing

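The test of the splits for models 2, 3, and 5 taken one by one was chosen only after the result was seen.

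The number of transcripts with a different mean was 7778. It ranged from 6380 (6371 of them shared) without RUVs factors to 7770 (7658 shared) with limma-trend, and from 6782 to 7184 when each replicate was left out in turn. With the batch in place of RUVs factors it was 6422 (6276 shared), with DESeq2 size factors 7607 (7330 shared), with the DESeq2 Wald test 7588 (7301 shared), and with filterByExpr 7732 (7535 shared). Without a filter it was 7371 (6782 shared) of 32924 tested, and without the cKOt sample marked at ZT16 it was 7723 (7580 shared). With the replicate block it was 7734 (7680 shared), and the interaction had 465 transcripts. The share of higher transcripts among them was 53.7%, but 49.0% with DESeq2 size factors and 48.8% with the Wald test, so the slight excess of higher transcripts depends on the scaling.

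The interaction was called for 479 transcripts, for 263 without RUVs factors, for 312 with the batch, for 689 with the likelihood ratio test of DESeq2, and for 233 to 429 when each replicate was left out. The lowest of these, 233, was without replicate 4. Fewer samples lower the power of the test, and for the other settings the cause was not tested.

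Loss of rhythm (model 2) was assigned to 637 transcripts at a BIC weight of at least 0.8. Gain of rhythm (model 3) was assigned to 337 without correction by RUVs, to 860 at a BIC weight of at least 0.5, and to 299 at 0.8. Altered rhythm (model 5) was assigned to 153 without the correction and to 237 at a weight of at least 0.8. A stricter weight leaves fewer transcripts by construction, and the cause of the decrease without the correction was not tested. With the replicate block, models 2, 3, and 5 held 1030, 605, and 440 transcripts. The added fold change of 1.2 lowered the share with a different mean from 68.7% to 30.4% in models 2, 3, and 5 and from 52.2% to 11.1% in model 4, as a further requirement must. Models 2, 3, and 5 stayed above model 4.

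Without correction by RUVs, the resultant length of model 4 on the circle of 12 h was 0.623. Median amplitudes were then 0.409 in model 2, 0.414 in model 3, 0.316 in model 4, and 0.488 in control and 0.394 in cKOt mice in model 5. The amplitude of model 3 was then no longer below that of model 2, and the cause was not tested.

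Of 73 named genes, 63 kept their direction and their side of the threshold in all 14 alternatives. The sign of Hlf changed with DESeq2 size factors (-0.00032), with -0.022 to 0.029 over the fits without a replicate. For Sirt3 it changed with DESeq2 size factors (-0.0065), the Wald test (-0.0064), no filter (-0.0018), filterByExpr (-0.00073), and no RUVs factors (-0.0024), with -0.015 to 0.033 without a replicate. For Haao the values were -0.0067, -0.0072, -0.0019, -0.00038, and -0.012 in the same order and -0.0028 with the batch, with -0.023 to 0.019 without a replicate. Only leaving out a replicate changed the sign of Sdhb (-0.0037 to 0.024), Sdhd (-0.024 to 0.0031), Nnt (-0.052 to 0.086), and Slc22a2 (-0.036 to 0.0016). The cause was not tested. The other changes were 6 calls that became weaker (Per1 and Igfbp1) and 4 that became stronger (Acadm).

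The proximal tubule list was no longer past the threshold without replicate 1, with p = 0.0827 from the rotation test (n = 24 per genotype), and p ranged from 0.00221 to 0.0827 over the fits without a replicate. The direction of the collecting duct list changed with DESeq2 size factors (p = 0.680 from the rotation test, n = 30 per genotype), with p from 0.0931 to 0.964 without a replicate (n = 24). Podocyte markers (p from 0.444 to 0.982) and injury markers (p from 0.0776 to 0.670) also changed direction in such fits (n = 24). The cause was not tested. The most crowded window held 18 strongly changed genes at 5 Mb as at 10 Mb.

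Depth limits the weakly expressed transcripts. Bbox1 had 3 to 114 counts per sample and Pparg 18 to 85, and transcripts below the minimum expression, such as Acsl6, give no result.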

Differences from the paper's values

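No test in this part was chosen after the result was seen. None of the values that the paper states in its text differed from the value with 2 RUVs factors by the criteria used. A difference had to exceed the SD over the fits without a replicate and also a fixed ratio of the values. Among the alternatives set before the data were examined, only the share of altered rhythm without RUVs factors met both criteria, with 3.69% against the paper's 6.4%. Other alternatives exceeded the SD but not the ratio. Without RUVs factors, 24.5% of transcripts were rhythmic in control mice against the paper's 33.9%, and 21.6% in cKOt mice against 31.1%.

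The paper states that HAAO was upregulated, without saying whether in mRNA or protein, and proteins were not analysed here. The log2 fold change of Haao mRNA was 0.0031, with an adjusted p of 0.943 from edgeR, and no alternative called it, with adjusted p from 0.630 to 1. The paper states that NAPRT was overexpressed, again without naming mRNA or protein. Naprt mRNA had a log2 fold change of 0.035 with an adjusted p of 0.262, and no alternative called it, with adjusted p from 0.103 to 0.942.

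The paper states that expression of ACADM was decreased in mRNA and protein. Acadm mRNA had a log2 fold change of -0.072 with an adjusted p of 0.0691. It was called with DESeq2 size factors (0.0415), with the DESeq2 Wald test (0.0368), without the cKOt sample marked at ZT16 (0.0466), and without replicate 2 (0.0197). Over all alternatives the adjusted p ranged from 0.0197 to 0.464.

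The paper states that expression of SLC22A2 was slightly increased, without saying for this gene whether in mRNA or protein. Slc22a2 mRNA had a log2 fold change of -0.023 with an adjusted p of 0.601. Without replicate 4 it was 0.0016, and no alternative called it, with adjusted p from 0.443 to 0.976.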

Other observations

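The tests in this part were chosen only after the result was seen, except the splits for mean expression, the interaction, models 2, 3, and 5 together, rhythms, and the 12 h component, the relation of the first factor and of the fold changes with GC content, the acrophases without factors, the rotation tests of the sex-biased, cell type, and injury lists, and the clustering on the chromosomes with immunoglobulin genes included.

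Exchanging genotypes within time points gave 50 splits of the samples, the real one included. As many transcripts with a different mean were found in 1 of them, the real one, and the others gave 0 to 1. The same held for the interaction (1 of 50, others 0 to 4), for models 2, 3, and 5 together (1 of 50, others 456 to 1269), for model 2 (1 of 50, others 152 to 857), and for model 5 (1 of 50, others 12 to 94). For model 3, 6 of 50 splits gave as many transcripts (others 153 to 765). Chance is thus not excluded for the number with gain of rhythm, although the single transcripts were not tested this way. RUVs was computed anew in each split, where groups mixed the genotypes, so its factors could take up the genotype difference. All counts of the splits were thus corrected otherwise than the real ones, and they are not a plain chance level. Model 4 held 3924 transcripts, against 4164 to 4873 in the other splits. Exchanging time points within genotypes gave as many rhythmic transcripts in 1 of 100 arrangements (others 163 to 1399). A component with a period of 12 h was called in 738 transcripts, and in 1 of 100 arrangements as many (others 0 to 358). RUVs was computed anew here too, with time points mixed in each group, so the same limit holds.

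The first factor of unwanted variation had loadings that varied across genes with GC content (Spearman's rho -0.862 over 10865 genes, which are not independent replicates) and less with gene length (0.170). It is consistent with GC bias between libraries. RNA integrity is argued against, with Pearson's r = 0.129 over 60 samples (permutation p = 0.501, adjusted 0.501 over 4 relations). Spearman's rho was 0.057 (permutation p = 0.676), r without the 2 samples farthest from the median RIN was 0.037, and within the 6 batches r was 0.569, 0.473, -0.419, -0.278, 0.310, and -0.520 (n = 10, 12, 11, 9, 9, and 9). With total counts, r was -0.311 (permutation p = 0.0328, adjusted 0.131) and rho -0.264 (permutation p = 0.0721) over the 60 samples. It was -0.206 without 2 samples and -0.414, -0.657, -0.460, -0.430, 0.089, and 0.207 within batches. The share of variance between batches was 0.112 for the first factor (permutation p = 0.255, n = 60) and 0.255 for the second (permutation p = 0.00602, n = 60).

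The second factor may follow a varying share of interstitium in the kidney pieces. Its median loading was -0.676 for fibroblast, -0.280 for endothelium, -0.276 for macrophage, -0.186 for thick ascending limb, and -0.114 for podocyte markers. It was 0.102 for distal convoluted tubule, 0.217 for collecting duct, and 0.226 for proximal tubule markers. The absolute difference between fibroblast and proximal tubule was 0.902. The relation with GC content had rho 0.198. The log2 fold changes between genotypes had a rho of -0.020 with GC content across 10865 genes with the factors and -0.112 without, so GC bias is argued against as the cause of the mean differences.

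In model 2, the direction of the mean change followed the time of the peak in control mice. Of 220 called transcripts that peaked from ZT8 to ZT16, 194 (88.2%) were lower in cKOt mice, and of 284 that peaked from ZT20 to ZT4, 257 (90.5%) were higher. The permutation p over 664 transcripts was 0.0001, the smallest that 10000 shuffles can give, and transcripts are not independent. Without the factors, 166 of 180 (92.2%) of the first group were lower, so the factors are argued against. Averaging on a log scale would make means higher in cKOt mice whatever the peak, so it is argued against by the 88.2%. Loss of repressors of the REV-ERB family may raise the transcripts of the second group, and its effect cannot be told apart from that of other clock genes that change in the same mice.

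Of 13 male-biased transcripts of the kidney, 10 were lower in cKOt mice and 1 higher over all genes tested (10 and 2 adjusted over the list alone, rotation test p = 4.58e-23, n = 30 per genotype). Of 7 female-biased transcripts, 5 were higher and 1 lower in both counts (p = 3.36e-24, n = 30 per genotype). Abundant members were Kap (log2 fold change -0.18), Cyp4b1 (-0.88), and Hao2 (3.12), but Cyp2a4, of the female-biased list, had -3.03. Female mice among the samples are argued against, because Xist had at most 16 counts in any of 60 samples and every Y-linked gene tested at least 480. Markers of the proximal tubule moved apart, with 3 of 7 higher and 3 lower over all genes tested, or 4 lower over the list alone (Slc5a12 with a log2 fold change of 0.30, Slc13a3 with -0.66), and the list tended lower (rotation test p = 0.00764, n = 30 per genotype, and 0.0827 without replicate 1). A lower share of that segment would raise the markers of every other cell type alike, and it is argued against as the whole cause, since 6 of 6 endothelium markers were lower while 3 of 4 markers of the distal convoluted tubule were higher. Lower androgen action may be behind the 10 lower transcripts, and it cannot be told apart from a direct effect of Bmal1 because no hormone was measured here. Some members of these lists were named in pathway tables of the study, so the lists are not independent evidence.

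Transcripts of immune cells were lower in cKOt mice. Immunoglobulin constant regions had a median log2 fold change of -0.72, with 6 of 11 lower and 0 higher (rotation test p = 0.000168, n = 30 per genotype). Macrophage and MHC class II markers were lower in 8 of 9 (p = 2.13e-07, n = 30), B cell markers in 2 of 3 (p = 3.22e-05, n = 30), and T cell markers in 4 of 5 (p = 1.14e-05, n = 30), with Cd74 (log2 fold change -0.34) the most abundant. Csf1r, the macrophage marker not called, had -0.013 at 60.5 CPM. The T cell markers were near the minimum expression, and the most abundant of them, Trac (1.29 CPM), was not called (0.0016). The lower B cell markers were Cd79b (0.513 CPM) and Igkc, which is also in the immunoglobulin list. Blood left in the tissue is argued against, because it would bring haemoglobin transcripts as its most abundant ones, and the highest of them had a mean of 0.403 CPM against 97.5 CPM for Igha. Of the 5 haemoglobin transcripts 2 could be tested, none was called, and the list gave p = 0.0463 toward lower expression (rotation test, n = 30). An equal loss of all cells other than tubule is argued against as the whole cause, because endothelium markers were lower by a median log2 fold change of only -0.11, against -0.83 ± 0.15 (SE) for Igha. An unequal loss that includes endothelium and fibroblasts stays open.

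For the other cell lists, by the rotation test with n = 30 per genotype, endothelium had 6 of 6 lower (p = 1.38e-08), fibroblast 5 of 6 lower (p = 0.000696), and distal convoluted tubule 3 of 4 higher (p = 8.12e-05). In the same test (n = 30 per genotype), thick ascending limb 3 of 4 higher and 1 lower (p = 0.292), collecting duct 3 of 6 higher and 2 lower (p = 0.861), injury 2 of 6 higher and 2 lower (p = 0.788), and podocyte 1 of 5 higher, or 0 adjusted over the list alone (p = 0.784).

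The mean of Arntl over time points rose by a log2 fold change of 0.71, while the log2 ratio of its arithmetic mean CPM was -0.098 (permutation p = 0.572, n = 30 per genotype). The rise is consistent with averaging on a log scale, where low values at the trough weigh more.

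Nnt mRNA was near the minimum in both genotypes, with a mean of 1.55 CPM and 16 to 48 counts per sample (log2 fold change 0.015). Low depth is argued against, since the lowest mean of the complex II transcripts was 158 times as high. A strain variant that affects the transcript could give such a level, and it cannot be told apart from low expression because the lowest count was 16 and no reads were analysed here. The paper reports a large increase of NNT in cKOt mice at the protein level, and proteins were not analysed here. Complex II transcripts changed little, with log2 fold changes of 0.10 for Sdha (adjusted p = 3.32e-06 from edgeR), 0.015 for Sdhb, -0.093 for Sdhc (adjusted p = 0.000686), and -0.0082 for Sdhd, and Sirt3 had 0.0040.

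The 292 transcripts changed at least 2-fold clustered on the chromosomes. The most crowded window of 10 Mb held 18 of them, Vmn1r32 and 17 Igkv genes on chromosome 6, and 17 Ighv genes lay on chromosome 12 (permutation p = 0.0001 over 15524 genes, the smallest that 10000 shuffles can give). Without immunoglobulin genes the largest number was 8 (permutation p = 0.445 over 15390 genes), so the cluster is consistent with paralog families that change together.

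Pairs of genes at nearby positions varied together between mice more often than after shuffling, with 355 pairs among 12519 genes against a median of 295 and at most 349 (permutation p = 0.001, the smallest that the shuffles can give). Chromosome segments that segregate between the mice may be behind this, and they cannot be told apart from coordinated regulation of neighbouring genes. Ugt1a9 varied in steps, from 0 to 513 counts (median 225.5), under 100 counts in 3 control and 4 cKOt samples. With 10 principal components removed, 0 of 258 genes at 0.5 to 40 Mb on chromosome 1 varied with it, against 2 of 11779 elsewhere (Fisher's exact p = 1), but these components removed 81.2% of its variance. After that result was seen, 2 components, which removed 1.44%, and 0 components were tried. They gave 6 and 2 of 258 genes, against 0 of 11779 (Fisher's exact p = 9.16e-11 and 0.000458). Segments and reads shared among Ugt1a paralogs remain open, and batches are argued against (share of variance 0.00338, permutation p = 0.99956, n = 60).

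The 5 largest decreases were those of Cyp2a5 (log2 fold change -4.17), Synpr (-3.91), Anks1b (-3.66), Angptl7 (-3.45), and C4a (-3.13). Cyp2a5 and C4a have paralogs that fell as well, Cyp2a4 (-3.03) and C4b (-1.09), and reads shared between them make the values uncertain. The largest amplitudes were 2.08 in model 3 (Ighv1-85, at a mean of 0.442 CPM) and 2.28 in model 4 (Igfbp1). No explanation was tested.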
